# Deep RNA-seq of male and female murine sensory neuron subtypes after nerve injury

**DOI:** 10.1097/j.pain.0000000000002934

**Published:** 2023-06-06

**Authors:** Allison M. Barry, Na Zhao, Xun Yang, David L. Bennett, Georgios Baskozos

**Keywords:** Neuropathic pain, Sexual dimorphism, RNA-seq, DRG, DRG subtypes, Transcriptomics resource

## Abstract

Dorsal root ganglia (DRG) neurons have been well described for their role in driving both acute and chronic pain. Although nerve injury is known to cause transcriptional dysregulation, how this differs across neuronal subtypes and the impact of sex is unclear. Here, we study the deep transcriptional profiles of multiple murine DRG populations in early and late pain states while considering sex. We have exploited currently available transgenics to label numerous subpopulations for fluorescent-activated cell sorting and subsequent transcriptomic analysis. Using bulk tissue samples, we are able to circumvent the issues of low transcript coverage and drop-outs seen with single-cell data sets. This increases our power to detect novel and even subtle changes in gene expression within neuronal subtypes and discuss sexual dimorphism at the neuronal subtype level. We have curated this resource into an accessible database for other researchers (https://livedataoxford.shinyapps.io/drg-directory/). We see both stereotyped and unique subtype signatures in injured states after nerve injury at both an early and late timepoint. Although all populations contribute to a general injury signature, subtype enrichment changes can also be seen. Within populations, there is not a strong intersection of sex and injury, but previously unknown sex differences in naïve states—particularly in Aβ-RA + Aδ-low threshold mechanoreceptors—still contribute to differences in injured neurons.

## Abstract 2

Supplemental Digital Content is Available in the Text.

Using sex, injury, and time factors, RNA-seq was performed on dorsal root ganglia subtypes isolated through fluorescent activated cell sorting. This was analyzed and curated as a resource for others.

## 1. Introduction

Chronic pain conditions affect around 25% of the global population. Neuropathic pain, as a subclass, affects ∼8%. It is directly tied to nervous system damage through trauma, disease, or therapeutic use (eg, chemotherapy and antiretrovirals).^15,16^ Current treatment options are widely considered inadequate, and quality of life scores remain significantly reduced.^4,33,53^ Increasing lifespans, diabetic prevalence, and decreases in cancer mortality are all contributing to increases in these disorders, adding weight and urgency to deepen our understanding.^15,33^

Primary afferent pathophysiology is believed to be a key driver for peripheral neuropathic pain disorders, with dorsal root ganglia (DRG) neurons being well described for their role in driving both acute and chronic pain. These neurons encompass a diverse collection of subtypes that are grouped by various related factors, including size, myelination, conduction velocity, projection patterns, end organ innervation, and functional properties.^23,30^

More recently, single-cell or nuclear RNA-seq in mice^35,51,78,86^ and humans^50,72^ have emphasized the diversity within DRG ganglia. Gene expression differs between these broad subpopulations and is indeed predictive of their functional properties.^88^ This diversity is lost during bulk RNA-seq, due to the consolidation of subtypes together. In single-cell data sets, pseudo-bulk samples can be generated, but this relies on a well-defined clustering that can be lost after nerve injury.^32,51^ As such, changes at a subtype level remain unclear in painful states and are the focus of the current study.

Understanding sexual dimorphism is also a fundamental clinical issue. Females are more likely to be living with chronic pain, and treatment efficacy can be sex dependant.^27,46,47^ In naïve states, quantitative sensory testing has also highlighted heightened pain sensitivity in females.^9^ The case for studying sexual dimorphism is not new,^11,77^ but historical biases within the research community resulted in a predominantly male focus.^47,65,80^

More recent female-inclusive studies have revealed clear mechanistic differences between sexes. Sorge et al.^68,69^ report a prominent sex difference when studying mechanical hypersensitivity: While males depend on the microglia activity, female animals depend on adaptive immune cells. Brain-derived neurotrophic factor (BDNF) and prolactin both affect pain in a sex-dependant manner,^48,57^ and there is evidence of higher level dimorphisms affecting pain percepts.^43^ At a transcript level, sexual dimorphism is also visible,^10,44^ with differences seen in human DRG as well.^52,72^

Here, we build on this through the deep transcriptional profiles of murine DRG populations in acute and late pain states while considering sex differences. We have studied 5 populations: *Scn10a*-expressing, peptidergic (PEP) and nonpeptidergic (NP) nociceptors, as well as C-low threshold mechanoreceptors (C-LTMRs) and *Ntrk2*-expressing A-LTMRs. In naïve states, we find subtype-specific sexual dimorphism in a small number of genes. This does not translate to a strong interaction of sex and injury at the neuronal transcript level. We also see both stereotyped and unique signatures in injured states, with notable changes in C-LTMR and NP populations, as well as a distinct transcriptional program in Aβ-RA + Aδ-LTMRs compared with the other subtypes in the study. A searchable database is available at https://livedataoxford.shinyapps.io/drg-directory/.

## 2. Methods and materials

All work was conducted in accordance with the UK Home Office and the University of Oxford Policy on the Use of Animals in Scientific Research. This study conforms to ARRIVE guidelines.

Animals were housed in standard conditions on a 12-hour light/dark cycle with food and water ad libitum. All animals were randomly assigned to experimental groups where applicable. Internal controls were used when not possible to randomize (ie, ipsilateral vs contralateral comparisons). Unless explicitly stated, all experiments were performed on both males and females. In brief, driver lines were bred with a fluorescence reporter for various experiments. When necessary, inducible lines were dosed with intraperitoneal (i.p.) injection(s) of tamoxifen. Specific details are mentioned below.

### 2.1. Transgenic details

C57BL/6 mice were purchased from the Oxford University Breeding Unit. Cre driver lines used include the following: Calca^tm1.1(cre/ERT2)Ptch^ (CGRP, gifted from Prof. Pao-Tien Chaung),^67^ Mrgprd^tm1.1(cre/ERT2)Wql^/J (MRGPRD, JAX 031286),^54^ Scn10a^tm2(cre)Jnw^ (Nav1.8, gifted from Prof. John Wood),^49^ Th^tm1.1(cre/ERT2)Ddg^/J (TH, gifted from Prof. David Ginty),^81^ and Ntrk2^tm1.1(cre/ERT2)Ddg^/J (TRKB, gifted from Prof. Paul Heppenstall).^20^ Cre-driver lines were bred and maintained as heterozygotes, except for Th^creERT2^, which was bred as homozygous. Details are listed in Table 1.

**Table 1:** Transgenic lines used in the current study.

Mouse	Source	Identifier
Calca^tm1.1(cre/ERT2)Ptch^	gift: Pao-Tien Chuang	67
Mrgprd^tm1.1(cre/ERT2)Wql^/J	The Jackson Laboratory	54, CAT#:031286
Scn10a^tm2(cre)Jnw^	gift: John Wood	49
Tg(Ntrk2-cre/ERT2)\#Phep	gift: Paul Heppenstall	20
Th^tm1.1(cre/ERT2)Ddg^/J	gift: David Ginty	81, CAT#:025614
Advillin^flpO^	gift: David Ginty	81
B6.129S-Gt(ROSA)26Sor^tm32(CAG-COP4*H134R/EYFP)Hze^/J	gift: Simon Butt	40, CAT#:012569
B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J	The Jackson Laboratory	41, CAT#:007914
B6.Cg-Gt(ROSA)26Sor^tm80.1(CAG-COP4*L132C/EYFP)Hze^/J	The Jackson Laboratory	18, CAT#:025109

The following reporters were used to visualize DRG subpopulations: B6.129S-Gt(ROSA)26Sor^tm32(CAG-COP4*H134R/EYFP)Hze^/J (JAX 012569, gifted from Prof. Simon Butt), tdTomato B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J (JAX 007914), and ai80D B6.Cg-Gt(ROSA)26Sor^tm80.1(CAG-COP4*L132C/EYFP)Hze^/J, (JAX 025109). Ai32 and ai14 use was based on initial breeding availability. Ai80 depends on both Flp and Cre recombinase for intersectional targeting and was used for neuronal targeting of *Ntrk2*. Ai80 was first crossed to an Advillin^flpO^ (Transgenic line, bred for experiments as needed, gifted from Prof. David Ginty). Reporters were bred as homozygotes where applicable. Advillin^flpO^ was bred to a C57BL/6 background for at least 7 generations before experimental use.

### 2.2. Tamoxifen regimes

Tamoxifen (Sigma-Aldrich) was dissolved 20 mg/mL in corn oil through sonification. All animals were dosed i.p., and health statuses were monitored daily for the duration of the dosing regime. Calca^creERT2^ was dosed 5x (daily) with 75 mg/kg in adulthood. Mrgprd^creERT2^ was dosed 5x i.p. (0.5 mg/animal/day), beginning between P10-P17. Body weight recovered more quickly when dosed at later stages, with no noticeable difference in reporter expression. We recommend dosing begin at P17 for this line moving forward. Th^creERT2^ was dosed 1x with 50 mg/kg above 6 weeks of age. Ntrk2^creERT2^ was dosed 5x (daily) with 75 mg/kg in adulthood.

### 2.3. Spared nerve injury

Adult mice were anesthetized with 2% inhaled isoflurane. Using the sterile technique (including incision site sterilization and surgical drapes), the sciatic nerve was exposed before ligation and transection of the tibial and common peroneal branches.^19^ The sural nerve was left intact. Each animal was dosed with systemic (5 mg/kg Rimadyl, Pfizer) and local (2 mg/kg Marcaine, AstraZeneca) postoperative analgesia. Animals were monitored daily for self-mutilation, and no animals required sacrifice due to tissue damage.

### 2.4. Sample collection

The sample size was calculated using the algorithm published by Zhao et al.^87^ See supplemental methods for full details (available at http://links.lww.com/PAIN/B823). In total, 160 paired samples were collected (ipsilateral and contralateral) over 5 neuronal subtypes at an acute (3 day) and late (4 week) timepoint after spared nerve injury (SNI). Ipsilateral lumbar (L3-L5) were compared with contralateral (L3-L5) DRGs to ensure an internal control. One animal was used for each sample pair, excluding Th^creERT2^, where DRGs from 2 animals were pooled during dissection. Male and female samples were evenly split, with the exclusion of Mrgprd^creERT2^, 3 days after SNI where only 3 female mice could be used. Five males were thus processed for this group.

Multiple animals were processed in parallel, but collection times from perfusion to frozen were kept to less than 4 hours. Adult animals were first overdosed with pentobarbital and perfused transcardially with sterile, ice cold saline. Lumbar DRG were quickly removed and placed into Hanks' Balanced Salt Solution (HBSS) on ice. Postdissection of all tissue, collagenase/dispase was added for a 60 minutes digest at 37°C followed by mechanical dissociation with polished glass pipettes. Myelin and debris were reduced using a clean 15% w/v bovine serum albumin (BSA) cushion. Samples were placed on ice and centrifuged at 4°C as much as possible (ie, excluding digestion). Before Fluorescence-Activated Cell Sorting (FACS), a subset of neurons from each sample was examined under bright field.

### 2.5. Library preparation and sequencing

Samples were transferred on ice immediately to the WIMM FACS Facility (Oxford) for sorting on a BD FACSAria Fusion 1 or Fusion 2 (Supplemental Figure 1, available at http://links.lww.com/PAIN/B823). For each condition, 100 cells were isolated through a single cycle, directly into low protein-binding Eppendorfs containing 2 ul NEBNext Single Cell Lysis Buffer (NEB, E5530S). Samples were kept on dry ice until transfer to −80°C for overnight storage.

Once all samples were collected, samples were thawed on ice, vortexed, and randomized into a 384-well 4titude FrameStar skirted PCR plate (Brooks Life Science, 4ti-0384/C; Thermo Scientific, AB-0558). Nondirectional libraries were prepared together using NEB Ultra low/Smarter library prep, as per manufacture instructions by the Oxford Genomics Centre at the Wellcome Trust Centre for Human Genetics. Libraries were amplified (21 cycles) on a Tetrad (Bio-Rad) using in-house unique dual indexing primers (based on^34^). Individual libraries were normalized using Qubit, and the size profile was analysed on the 2200 or 4200 TapeStation before pooling together accordingly. The pooled library was diluted to 10 nM for storage. The 10 nM library was denatured and further diluted before loading on the sequencer. Sequencing was performed over 3 independent runs and merged after quality control. Paired end sequencing was performed using a NovaSeq6000 platform using the S2/S4 reagent kit v1.5. Samples were sequenced with a 150 bp read length, at a depth of 30 million reads per sample. Raw data are available on Gene Expression Omnibus (GEO) (GSE216444).

### 2.6. Analysis

#### 2.6.1. Overview

Reads were mapped to the GRCm38 (mm10) Mouse Genome using STAR alignment.^21^ Samtools was used to sort, index, and merge Binary Alignment Map (BAM) files.^36^ Quality control (QC) was performed with both FastQC and Samtools before gene counting with HTSeq.^2,3,36^ Software is listed in Table 2.

**Table 2:** Software used in the current study.

Resource	Source
FastQC	3
Samtools	36
HTSeq	2
STAR	21
DESeq2 v1.32.0	38
Seurat – 3.2.0	13
R v4.1.0	https://www.r-project.org/
Cellranger	10X Genomics
ggplot2	83
complex heatmaps	28
clusterProfiler	84
msigdbr	22
Limma	61
pathfindR	76
goSeq	85
MultiQC v1.9	24
GraphPad Prism	www.graphpad.com

#### 2.6.2. Quality control

Samples were judged based on library size, as well as read assignment, alignment, and normalized gene coverage. Together, 6 samples were removed from downstream analyses, with details in the supplemental.

#### 2.6.3. DESeq2

Counts were corrected for effective library size in R using DESeq2.^38^ Normalized gene counts were fitted to a negative binomial distribution. A batch effect was introduced during sample collection, and a model that included this batch effect was fitted to every gene. The significance of the model's coefficients was assessed using the Wald test.

Counts were log transformed through variance stabilizing transformation (VST). Variance stabilizing transformation transformed counts were used for all plotting, unless otherwise stated. The R package Limma was used to remove the batch effect in principal component analysis (PCA) and heat map figures. Uncorrected PCA plots are shown in Supplemental Figure 2A-B, available at http://links.lww.com/PAIN/B823. Box plots show median + interquartile range (IQR), with 1.5 × IQR whiskers. Principal component analysis was performed using the top 5000 ENSEMBL genes ranked by standard deviation. Sample distances are proportional to the Mahalanobis distance, and ellipses show the 95% confidence interval of a condition's gene expression distribution. Hierarchical clustering was performed on transformed counts using Euclidean distances and complete linkage. Gene enrichment within neuronal subtypes was calculated using VST counts and was defined as genes with a subpopulation mean within the top 75% of expressed genes, across contralateral samples.

#### 2.6.4. Custom Gene Set Enrichment Analysis

Deep RNA-seq of naïve DRG subpopulations has been previously performed elsewhere.^88^ These results were curated into subpopulation-enriched gene sets to probe enrichment in the current data, with full details in the supplementals. In brief, RNA-seq count data were accessed from https://www.ncbi.nlm.nih.gov/geo/ (GSE131230). Expression data were generated by STAR alignment and HTSeq on the same genome build. Counts were corrected for library size and transformed by rlog in R using DESeq2 and filtered to match their published report. Within each subpopulation, genes with a mean rlog above the 95% quantile cut-off were curated into a “gene set” for subpopulation enrichment.

A second collection of gene sets was built from a recent study on the proteomic and transcriptomic enrichment of *Scn10a* neurons using a DTA-ablation model to compare signatures.^64^ Here, gene sets were based on significantly enriched or depleted candidates (log_2_ fold changes (LFC) > 1, false discovery rate (FDR) < 0.05) compared with control mice (males). To increase the power of the proteomic enrichment comparison by increasing the size of the gene set, more relaxed criteria were also examined (LFC > 0.5, FDR < 0.05).

These custom gene sets were then compiled for a Gene Set Enrichment Analysis (GSEA) analysis to our contralateral (“naïve”-like) samples using the clusterProfiler package in R using ranked fold changes from mean(subpopulation)/mean(total).

#### 2.6.5. Differential expression testing

Differential expression testing was performed on filtered data using the Wald test and a weighted FDR correction (independent hypothesis weighting (IHW)). Effect sizes were calculated using Bayesian shrinkage estimators (the *apeglm* method, through DESeq2) and are presented as moderated (shrunken) LFC,^89^ with full details in the supplementals. Significance was set at an FDR < 0.05 and an LFC > 1.

GSEA analyses against “all gene sets” were performed using ranked LFC through msigdbr^22^ and clusterProfiler^84^ libraries. Custom GSEA analyses were calculated against a curated list of enriched genes from previously published subpopulation data, as described.^88^ Ipsilateral sample enrichment was calculated against the same combined contralateral baseline mentioned above. Gene Ontology (GO) term analyses for differentially expressed genes (DEGs) were performed using the Wallenius method using goSeq (R).^85^ The filtered count data of expressed, non-DEG genes were used as a background. Protein interaction networks were generated using STRING.^70^

#### 2.6.6. Injury signature enrichment

Acute and late injury signatures were calculated using supervised principal component analyses (SPCAs)^6^ on DEGs at 3 days or 4 weeks from the general injury analysis. Eigenvectors were extracted from the first principal component (PC1) and correlated across samples as an unbiased injury signature. For the 4-week timepoint, PC2 was also analysed and loading values were also extracted. These are a product of the covariance between the scaled dimensions and the original variables, giving a weight to how much individual genes contribute to each principal component.

### 2.7. Data accessibility

This data set highlights molecular changes in sensory neuron subtypes across multiple timepoints in a murine neuropathic pain model. To improve the accessibility of these data, an open-source database is available at https://livedataoxford.shinyapps.io/drg-directory/, which includes a shared code to generate personal-omics hosting sites. Raw and processed count data are available on GEO, reference GSE216444.

### 2.8. Tissue staining (immunohistochemistry and in situ)

Adult animals were overdosed with pentobarbital and perfused transcardially with sterile saline followed by 4% paraformaldehyde. Tissue for immunohistochemistry (IHC) was removed and postfixed before subsequent dehydration in 30% sucrose (0.1 M PB) at 4°C for a minimum of 48 hours. Samples were then embedded in OCT medium (Tissue-Tek), sectioned, and stored at −80°C. Neuronal profiles were quantified across multiple sections per animal, opposed to more detailed stereology, and are presented as estimates. In addition to subpopulation markers such as Tyrosine hydroxylase (TH, C-LTMRs), Calcitonin gene-related peptide (CGRP, peptidergic), and parvalbumin (PV, proprioceptors), nonpeptidergic neurons bind isolectin B4 (IB4) from Griffonia simplicifolia. The neurofilament heavy chain (NF200) labels large diameter neurons in mice, and NeuN (or FOX3) is a general neuronal marker.

To validate sex differences in the absence of tamoxifen dosing, fresh DRGs were isolated from littermate pairs of male and female wildtype mice (n = 3, multiple sections per mouse). Tissue was embedded directly in OCT before freezing on dry ice and storage at −80°C. In situ hybridizations (ISHs) were performed using RNAscope Multiplexing v1 and v2 as per the manufacturer's instructions (ACDBio) and TSA Vivid fluorophores (7526/1, 7523/1), with probe details mentioned in Table 3.

**Table 3:** Commercial reagents used in the current study.

Reagent	Source	Identifier	Dilution
Donkey anti-Mouse IgG (H+L), Alexa Fluor 488	ThermoFisher Scientific	A-21202	1/200
Donkey anti-Rabbit IgG (H+L), Alexa Fluor 546	ThermoFisher Scientific	A10040	1/200
Donkey anti-Sheep IgG (H+L), Alexa Fluor 488	ThermoFisher Scientific	A-11015	1/200
Donkey anti-Sheep IgG (H+L), Alexa Fluor 546	ThermoFisher Scientific	A-21098	1/200
Goat anti-Chicken IgY (H+L), Alexa Fluor 546	ThermoFisher Scientific	A-11040	1/200
Goat anti-Rabbit IgG (H+L), Alexa Fluor 488	ThermoFisher Scientific	A-11008	1/200
Goat anti-Rabbit IgG (H+L), Alexa Fluor 546	ThermoFisher Scientific	A-11010	1/200
Goat anti-Rabbit IgG (H+L), Pacific Blue	ThermoFisher Scientific	P-10994	1/200
Streptavidin, Pacific Blue conjugate	ThermoFisher Scientific	S11222	1/100
anti-CGRP, rabbit	Peninsular Labs	T4032	1/500
anti-CGRP, sheep	Enzo	Ca1137	1/250-1/500
anti-Glutamine synthetase (GS), rabbit	Sigma-Aldrich	G2781	1/500
anti-NeuN, chicken	Merck Millipore	Abn91	1/500
anti-NeuN, rabbit	Abcam	Ab177487	1/500
anti-NF200, mouse	Sigma-Aldrich	N0142	1/250
anti-NF200, rabbit	Merck Millipore	ABN76	1/1000
anti-Parvalbumin (PV), guinea pig	Frontier Institute	Af1000	1/200-1/500
anti-Tyrosine Hydroxylase (TH), sheep	Merck Millipore	Ab1542	1/400
IB4, streptavidin conjugated	Sigma-Aldrich	L2140	1/100
mm-Ntrk2-C2	ACDBio	423611-C2	1/50
mm-Kcnj11	ACDBio	431451	NA
mm-Kcns1	ACDBio	525941	NA
mm-Cacng2	ACDBio	437221	NA
RNAscope Multiplex Fluorescent Reagent Kit v1	ACDBio	320293	NA
RNAscope Multiplex Fluorescent Reagent Kit v2	ACDBio	323100	NA
TSA Vivid Fluorophore kit 570	Biotechne	7526/1	1/1500
TSA Vivid Fluorophore kit 520	Biotechne	7523/1	1/1500

## 3. Results

Using transgenic labelling of neuronal DRG subtypes, 160 lumbar DRG samples were sequenced 3 days and 4 weeks after SNI (Figs. 1A–H, Supplemental Figures 1A–L and 2A–D, available at http://links.lww.com/PAIN/B823). This includes 5 neuronal subtypes sorted by fluorescence: general nociceptors, encoded by Scn10^cre^ (nociceptors); peptidergic nociceptors from Calca^creERT2^ (PEP/peptidergic); nonpeptidergic nociceptors by Mrgprd^creERT2^ (NP/nonpeptidergic); C-low threshold mechanoreceptors encoded by Th^creERT2^ (C-LTMRs); and Ntrk2^creERT2^ expressing LTMRs (rapidly adapting (Aβ-RA) and D-Hairs (Aδ-LTMRs)) (Figs. 1B–C, Supplemental Figure 2, available at http://links.lww.com/PAIN/B823). 

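By the authors' description, each of the 160 samples was sorted to hold 100 neurons from the lumbar DRG on 1 side of a mouse, or of 2 pooled mice for C-LTMRs, at 3 days or 4 weeks after SNI. The authors deposited the number of read pairs that HTSeq counted on each gene of GRCm38, without normalization, for the 154 samples that passed QC. The table lists 55401 Ensembl gene identifiers, and 55141 of them have a symbol in GENCODE M21. Between 12258782 and 20400681 read pairs per sample were counted on genes, with a median of 15803140. At least 10 counts were found for 8141 to 17993 genes per sample, with a median of 16372. A gene with a count of 0 could be present at up to 3 counts, which is 0.147 to 0.245 CPM depending on the sample. These floors cover counting error only, since the read pairs carry no molecular identifiers. The libraries were nondirectional, so counts of genes that overlap another gene are uncertain.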

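Each subtype, time point and side was planned with 8 samples. The ipsilateral and contralateral samples with the same letter came from the same animal or pool, and 73 such pairs have counts on both sides. For Aβ-RA + Aδ-LTMRs, 2 ipsilateral samples carry conflicting time labels in the deposit, and the 1 of them with counts was left out of comparisons by time point. This left 5 ipsilateral samples at 3 days and 7 at 4 weeks for this subtype. Counts were normalized with edgeR's TMM factors, and CPM are given on that scale, as mean ± SD over samples. Differential expression was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes that pass edgeR's filter on low counts in the samples compared. DEGs are genes with an adjusted p under 0.05 and an absolute LFC over 1, the thresholds the paper uses. LFCs are from edgeR unless another tool is named. Genes that fail the filter are reported under a looser filter, a total count of at least 10 over the samples compared. Where every sample of a group was at or under 3 counts, the fold difference is given as a lower bound against that floor.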

We recognize that our general nociceptor population expressing *Scn10a* does not exclusively comprise high threshold afferents. C-LTMRs are included within this subtype, based on the coexpression of *Th* and *Scn10a* (Fig. 1B).^45^ They make up a much smaller proportion of overall cells than the peptidergic and nonpeptidergic nociceptor subpopulations, resulting in a “nociceptor-like” population.

**Figure 1.**
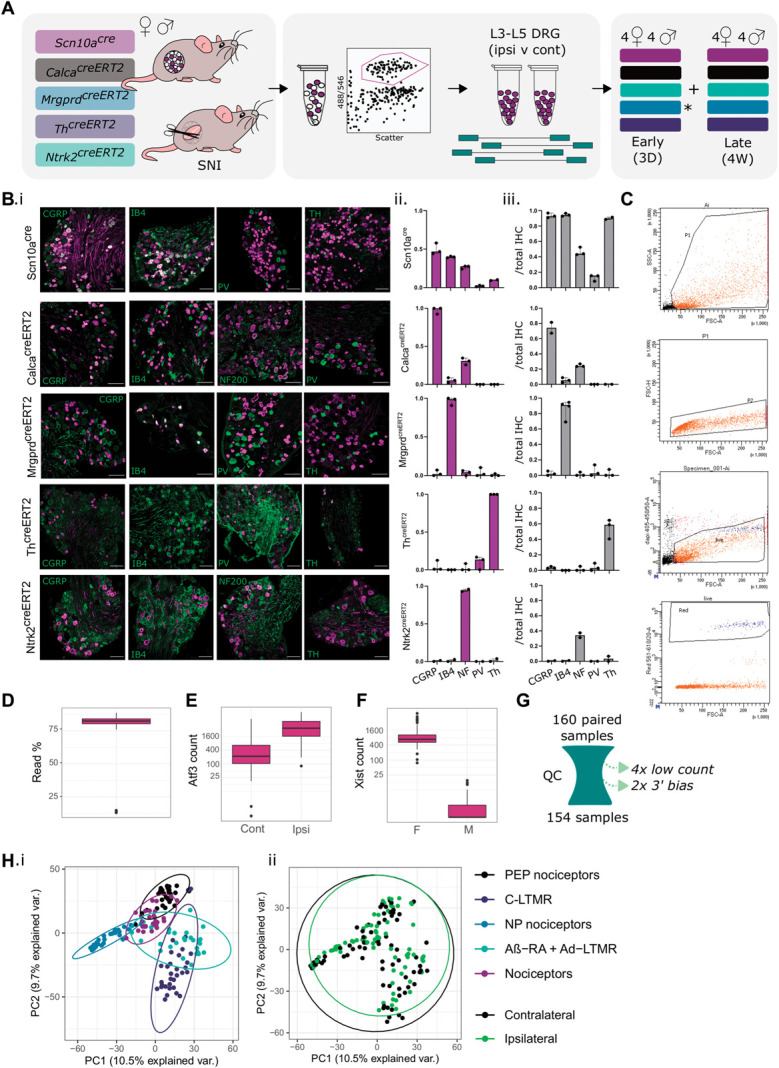
Experimental overview for mouse subtype RNA-seq of 5 neuronal subtypes after nerve injury. (A) Overview schematic, highlighting 5 transgenic mouse lines used to label and sort “bulk” subtype samples for downstream sequencing. Males and females were collected 3 days (3D) and 4 weeks (4W) after spared nerve injury (SNI). (B) Transgenic validation of Scn10a^cre^, Calca^creERT2^, Mrgprd^creERT2^, Th^creERT2^, and Ntrk2^creERT2^ lines. (B.i) Example IHC. (B.ii) IHC overlap with reporter line. (B.iii) Reporter overlap with IHC. (C) Samples FACS gating (*Mrgprd*+ cells, gating for scatter, live/dead, and tdTomato), with addition details in Supplemental Figure 1, available at http://links.lww.com/PAIN/B823. (D) Percentage of uniquely mapped reads by sample. (E) *Atf3* raw count data. (F) *Xist* raw count data. (G) Schematic of QC. 154 samples passed. (H) PCA biplot by subtype (i) and injury status (ii). Plots uncorrected for batch are shown in Supplemental Figure 2, available at http://links.lww.com/PAIN/B823. C-LTMR, C low-threshold mechanoreceptor; DRG, dorsal root ganglia; IB4, isolectin B4; PCA, principal component analysis; PEP, peptidergic; PV, parvalbumin; QC, quality control.

Together, 154 samples passed QC, removing samples with low read counts or 3′ bias. 

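Of the 6 samples without counts, 3 were ipsilateral Aβ-RA + Aδ-LTMR samples from females, 2 were general nociceptor samples (3-day ipsilateral from a female and 4-week contralateral from a male), and 1 was a 4-week ipsilateral PEP sample from a female. Median totals per subtype were 15832836.5 counts for general nociceptors, 15784975 for PEP, 15353127.5 for NP, 15965898.5 for C-LTMRs and 15853918 for Aβ-RA + Aδ-LTMRs. Totals therefore differed little between subtypes, whereas the number of genes with at least 10 counts ranged more widely in general nociceptors (8141 to 17455) and PEP (8170 to 17748) than in NP (14742 to 17302).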

Male and female samples are clearly distinguishable by sex-linked genes such as *Xist*, and ipsilateral (“injured”) samples can be distinguished from contralateral controls by key injury markers such as *Atf3* (Figs. 1D–G). 

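Xist (ENSMUSG00000086503, chromosome X from 103460366 to 103483254; it overlaps Tsix on the other strand) had 85 to 6611 counts in the 73 samples from females, with a median of 733. In the 81 samples from males it had 0 to 14 counts with a median of 0, so that no sample of either sex fell in the range of the other. The difference in mean log2 CPM was 8.29 (2-sided permutation test, p = 1e-05, the smallest p that 100000 permutations can give). The sample labels name 2 collection batches, and the smaller holds the PEP and general nociceptor samples taken from females at 3 days. Atf3 (ENSMUSG00000026628, chromosome 1 from 191170296 to 191218039) had a median of 3747 counts in the 75 ipsilateral samples (range 105 to 20574) and 214 in the 79 contralateral samples (range 0 to 9609). Its difference in mean log2 CPM was 3.68 over all samples and 4.07 over the 68 ipsilateral and 71 contralateral samples of the larger collection batch (permutation p = 1e-05 for each). Among its 7 ipsilateral and 8 contralateral samples, the difference was 0.27 (exact permutation test, p = 0.658). Atf3 was higher on the ipsilateral side in 67 of 73 pairs, and among the pairs of the smaller batch in 2 of 3 for general nociceptors and 2 of 4 for PEP.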

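In PEP and general nociceptor samples taken from females 3 days after SNI, which make up the 15 samples of the smaller collection batch, a median of 10317 genes had at least 10 counts, against 16476 in the 139 samples of the other batch. Median totals were 15068827 and 15868872 counts. The neuronal tubulin Tubb3 was at 90.6 ± 176 CPM in these samples and 2651 ± 865 in the 46 other samples of both lines. Calca was at 138 ± 399 and 5676 ± 1600 CPM, and Scn10a at 6.06 ± 21.8 and 174 ± 36.8 CPM. By contrast, the fibroblast gene Dcn was at 20500 ± 15440 CPM against 109 ± 127, the macrophage gene Lyz2 at 1848 ± 1355 against 0.241 ± 0.855, and Apoe, which satellite glia express, at 20740 ± 13820 against 1726 ± 1374. Summed over a list of 9 neuronal genes, CPM were 840.2 ± 1606 in the smaller batch and 14740 ± 2221 in the 46 other samples of both lines. The sum over 7 fibroblast genes was 28670 ± 18740 CPM against 115 ± 125, and over 12 macrophage genes 10870 ± 7330 against 9.64 ± 3.66. For each of these lists the ranges of the smaller batch and of the 46 samples do not overlap. Neuronal genes had at most 5329 CPM in the smaller batch and at least 11550 in the 46 samples. Fibroblast genes had at least 8563 and at most 625, and macrophage genes at least 1610 and at most 21.0. In the 93 samples of the other lines, the corresponding limits were 8996, 1832 and 247 CPM, which do not overlap the smaller batch either.

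**Figure D1:**
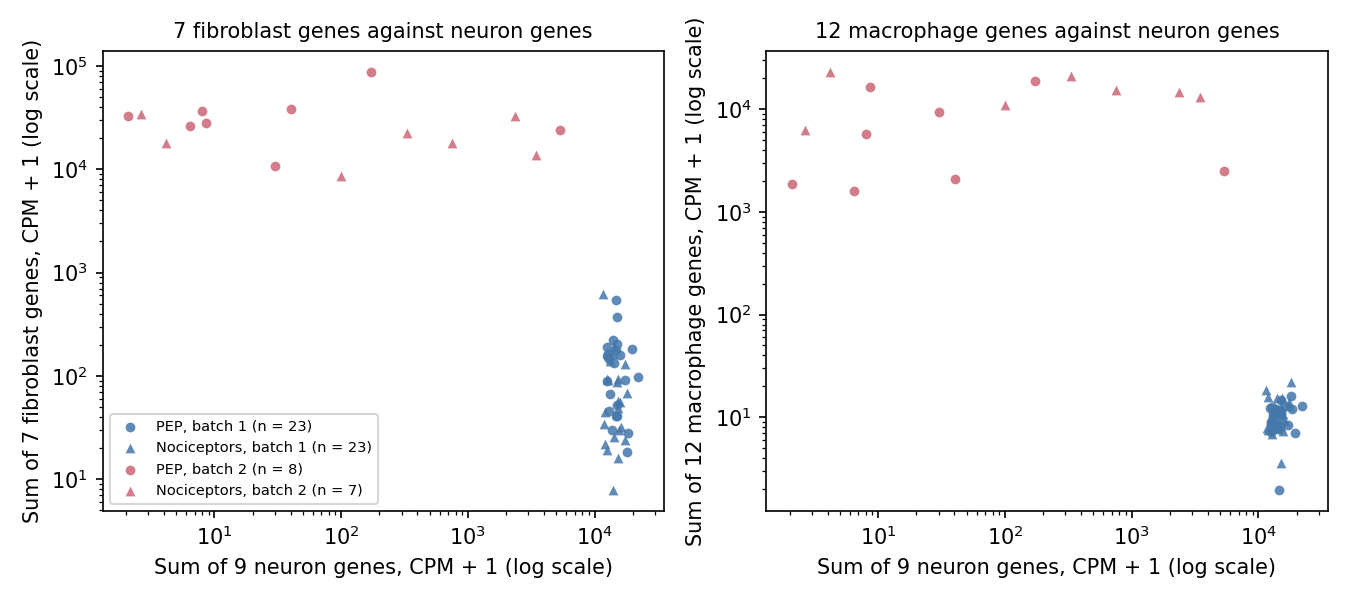
Summed CPM of 9 neuronal genes (horizontal axis) against summed CPM of 7 fibroblast genes (left) or 12 macrophage genes (right) in each PEP (circle) and general nociceptor (triangle) sample, both axes logarithmic after adding 1 CPM. The 15 samples of the smaller batch (red) lie at lower neuronal and higher fibroblast and macrophage sums than the 46 others (blue).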

A batch effect was introduced on the first sample collection day, affecting paired (ipsilateral and contralateral) samples for Calca^creERT2^ and Scn10a^cre^ females (Supplemental Figure 2, available at http://links.lww.com/PAIN/B823). 

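A fit of batch, subtype, sex and time point to the 31 contralateral PEP and general nociceptor samples found 5782 DEGs between the batches among 17951 genes tested, 2351 higher and 3431 lower in the batch collected first. Those with the smallest adjusted p were Fam189b (ENSMUSG00000032657, chromosome 3 from 89183143 to 89189295) with an LFC of -9.99 (standard error 0.302, adjusted p = 2.01e-20 by edgeR), Syngr3 with -11.94 (standard error 0.500, adjusted p = 9.91e-17 by edgeR) and Gm28902, which overlaps Resp18 and was at least 517-fold lower in that batch. Before any correction, PC1 of the 5000 genes with the highest SD held 39.5% of the variance over all samples, and the mean PC1 score of the first batch lay 213 units from 0, against an SD of 12.6 among the other samples. After limma's removal of batch with subtype, time point and side kept in the design, PC1 and PC2 held 13.5% and 12.5%. Within PEP and general nociceptors at 3 days the batch is also the split by sex, so the effects of sex and batch cannot be told apart in those samples.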

We controlled for this effect in all downstream analyses (see methods).

Sensory neurons undergo broad, stereotyped changes after injury.^51^ Even so, samples largely cluster by neuronal subtype across conditions (Fig. 1H). 

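For each of the 154 samples, the nearest other sample was found by Euclidean distance over the same 5000 genes after variance stabilization and batch removal. It was of the same subtype in 137 samples (89.0%, 95% Wilson interval 83.0% to 93.0%), where random labels would give 19.5%. The share was 32 of 32 for NP, 30 of 32 for C-LTMRs, 28 of 31 for PEP, 27 of 30 for general nociceptors and 20 of 29 for Aβ-RA + Aδ-LTMRs. Log2 CPM in place of the variance-stabilized counts moved the result most, to 128 of 154. In the batch collected first, 11 of 15 samples had a neighbour of their own subtype, and 6 of 15 when batch was not removed, where 14 of the 15 neighbours came from that batch.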

Although the bulk subpopulation methodology used here allows deep sequencing within populations, each resulting sample contains a mix of injured and intact neurons from ipsilateral ganglia. This cell mixture likely dampens the stereotyped changes seen previously in single-cell RNA-seq.^51^

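The nearest other sample was of the same subtype for 72 of 79 contralateral samples (91.1%, 95% Wilson interval 82.8% to 95.6%) and 65 of 75 ipsilateral samples (86.7%, interval 77.2% to 92.6%), with overlapping intervals. From the mix of injured and intact neurons in each ipsilateral sample, the paper proposes that stereotyped changes are weaker here than in single cells.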

Analyses were first performed on contralateral (“naïve”) samples. 

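There were 79 contralateral samples over both time points, 16 per subtype except for 15 in general nociceptors. Enrichment was tested with edgeR as the expression in 1 subtype against the mean of the other 4, with batch as a term, over the 18825 genes that pass the filter on low counts. An adjusted p under 0.05 and an absolute LFC over 1 were found for 87 genes in general nociceptors, 1632 in PEP, 2545 in NP, 2026 in C-LTMRs and 2540 in Aβ-RA + Aδ-LTMRs. In total 4222 genes passed in at least 1 subtype.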

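In the contralateral samples, PC1 of the 5000 most variable genes held 42.9% and PC2 9.15% of the variance when batch was left in. The 8 PEP and general nociceptor samples of the first batch had a mean PC1 score of 226, against an SD of 12.7 in the 71 other samples. With batch removed, PC1 held 14.6% and PC2 13.4%, and the mean PC1 score of the first batch was 1.46.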

As expected, samples initially cluster by batch before clustering by subpopulation (Supplemental Figures 2C–D, available at http://links.lww.com/PAIN/B823). 

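With each contralateral sample assigned to the class of its nearest other contralateral sample, 47 of 47 samples from the Scn10a, Calca and Mrgprd lines had a neighbour from the same 3 lines (95% Wilson interval 92.4% to 100%). Of the 32 samples from the Th and Ntrk2 lines, 27 (84.4%, 95% Wilson interval 68.3% to 93.1%) had a neighbour from those lines.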

General nociceptors (nociceptors) as well as peptidergic and nonpeptidergic nociceptor subpopulations largely separate from C-LTMRs and *Ntrk2*-labelled Aβ-RA + Aδ-LTMRs.

### 3.1. Contralateral (“naïve”) samples match previous data

In line with previous reports, hallmark gene expression can be seen within each population (Fig. 2A-C, Supplemental Digital Content, Table 1, available at http://links.lww.com/PAIN/B824). 

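For PEP and general nociceptors, CPM of single genes in contralateral samples are given from the batch without the collection effect (12 and 11 samples), whereas the tests use all contralateral samples with batch as a term. Among the alternatives, a filter of at least 10 counts in 50% of the samples moved the total most, to 2962 genes, and leaving out the first batch gave 4853.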

Voltage-gated sodium (*Scn*) channels, transient receptor potential (*Trp*), Gamma-aminobutyric acid (*GABA*) receptors (*Gabra*), and 2 pore potassium channels (*Kcnk*) show varying subtype specificity (2B-C).

**Figure 2.**
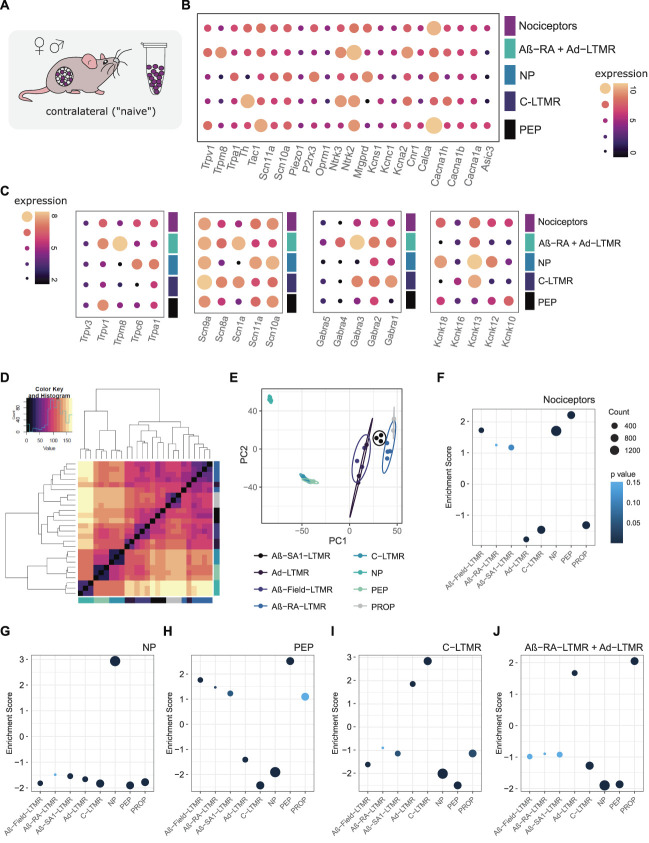
RNA-seq validation against previously published work, combining male + female samples. (A) Contralateral tissue was compared with previously published naïve data sets. (B) Hallmark gene expression across contralateral samples. Expression plotted as VST transformed count data. (C) Ion channel expression across contralateral samples. (D and E) Zheng et al. 2019 naïve subpopulation clustering (mixed sex). (F–J) Subtype enrichment against gene sets derived from Zheng et al. 2019 (see methods for details, gene sets provided in Supplemental Digital Content, Table 3, available at http://links.lww.com/PAIN/B826). (F) Nociceptors, (G) peptidergic nociceptors, (H) nonpeptidergic nociceptors, (I) C-LTMRs, and (J) Aβ-RA + Aδ-LTMRs. Plotted as normalized enrichment scores, coloured by *P*-value. Full lists of scores and *P*-values are available in Supplemental Digital Content, Table 2, available at http://links.lww.com/PAIN/B825. C-LTMRs, C low-threshold mechanoreceptors; NP, nonpeptidergic; PEP, peptidergic; PROP, proprioceptors; VST, variance stabilizing transformation.

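Scn10a (ENSMUSG00000034533, chromosome 9 from 119608456 to 119719322), which encodes Nav1.8, was at 318 ± 68.2 CPM (SD, n = 16) in contralateral NP samples, 197 ± 28.7 (n = 11) in general nociceptors, 186 ± 25.6 (n = 12) in PEP, 127 ± 40.6 (n = 16) in C-LTMRs and 80.1 ± 66.2 (n = 16) in Aβ-RA + Aδ-LTMRs. Against the mean of the other subtypes, its LFC was 1.24 in NP (adjusted p = 3.36e-05 by edgeR) and -1.72 in Aβ-RA + Aδ-LTMRs (adjusted p = 4.31e-06 by edgeR). Scn11a (ENSMUSG00000034115, chromosome 9 from 119753759 to 119825456) had an LFC of 1.34 in NP (adjusted p = 0.000198) and -1.31 in Aβ-RA + Aδ-LTMRs (adjusted p = 0.00391, both by edgeR). Scn1a (ENSMUSG00000064329, chromosome 2 from 66270778 to 66440840) was at 77.1 ± 59.6 CPM (n = 16) in Aβ-RA + Aδ-LTMRs and 43.6 ± 21.0 (n = 16) in C-LTMRs, and at 1.75 ± 4.06 (n = 16) in NP, 7.60 ± 10.7 (n = 12) in PEP and 12.9 ± 11.0 (n = 11) in general nociceptors. Its LFCs in the 2 LTMR populations were 3.02 (adjusted p = 1.10e-06) and 2.25 (adjusted p = 0.000585, both by edgeR).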

*Scn10a* and *Scn11a* are enriched in high threshold populations, whereas *Scn1a* is enriched in LTMRs. 

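In contralateral NP samples, Mrgprd (ENSMUSG00000051207, chromosome 7 from 145314835 to 145324086) was at 355 ± 79.8 CPM (SD, n = 16), against 185 ± 59.3 (n = 11) in general nociceptors and 7.55 ± 8.24 (n = 12) in PEP, an LFC over the other subtypes of 3.62 (standard error 0.667, adjusted p = 2.19e-05 by edgeR). P2rx3 (ENSMUSG00000027071, chromosome 2 from 84998583 to 85037462), whose counts can include those of Ssrp1 on the other strand, was at 109 ± 23.8 CPM (n = 16) (LFC 2.71, adjusted p = 4.26e-09 by edgeR), and Trpa1 (ENSMUSG00000032769, chromosome 1 from 14872648 to 14918862) at 96.5 ± 22.0 CPM (n = 16) (LFC 1.57, adjusted p = 0.00125 by edgeR). Pirt (ENSMUSG00000048070, chromosome 11 from 66911981 to 66929876) was at 672 ± 75.0 CPM (n = 16) in NP and 707 ± 88.4 (n = 12) in PEP. Its LFC in NP of 0.50 (standard error 0.300, adjusted p = 0.284 by edgeR) did not pass either threshold.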

*Mrgprd* and *Mrgpr* family members, *P2r x3*, *Pirt*, and *Trpa1*, are enriched in nonpeptidergic nociceptors, in line with previous reports. 

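Ntrk2 (ENSMUSG00000055254, chromosome 13 from 58806569 to 59133970), the gene that drives the reporter in Aβ-RA + Aδ-LTMRs, was at 37.3 ± 45.3 CPM (SD, n = 16) there and had an LFC of 2.09 over the other subtypes (adjusted p = 3.09e-05 by edgeR). Trpc1 (ENSMUSG00000032839, chromosome 9 from 95705082 to 95750375) had an LFC of 0.87 in the same population (adjusted p = 0.000328 by edgeR), under the LFC threshold of 1. In C-LTMRs, Th (ENSMUSG00000000214, chromosome 7 from 142892752 to 142931128) was at 1646 ± 765 CPM (n = 16), Fam19a4, the name of Tafa4 in the annotation used (ENSMUSG00000046500, chromosome 6 from 96831203 to 97060413), at 582 ± 182 (n = 16), Gfra2 (ENSMUSG00000022103, chromosome 14 from 70890120 to 70979838) at 335 ± 122 (n = 16) and Slc17a8 (ENSMUSG00000019935, chromosome 10 from 89574020 to 89621253) at 29.2 ± 17.9 (n = 16). The LFCs of these 4 genes over the other subtypes were 3.86, 4.06, 2.53 and 4.63, with adjusted p of 4.00e-10, 1.02e-13, 2.20e-07 and 5.83e-13 by edgeR.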

*Ntrk2*, *Scn1a*, and *Trpc1* are enriched in Aβ-RA + Aδ-LTMRs, whereas *Th*, *Tafa4*, *Gfra2*, and *Slc17a8* (VGLUT3) are all enriched in C-LTMRs. 

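Calca (ENSMUSG00000030669, chromosome 7 from 114631478 to 114636357), which encodes CGRP, was at 6604 ± 1015 CPM (SD, n = 12) in PEP and 5929 ± 2028 (n = 11) in general nociceptors, both in contralateral samples of the larger batch. With all contralateral samples, its LFC over the other subtypes was 2.47 in PEP (adjusted p = 4.64e-05 by edgeR) and 1.23 in general nociceptors (adjusted p = 0.186 by edgeR). Without the first batch, the LFC in general nociceptors was 1.69 (adjusted p = 0.0160 by edgeR). Trpv1 (ENSMUSG00000005952, chromosome 11 from 73234292 to 73261242) was at 229.6 ± 61.8 CPM (n = 12) in PEP, 95.2 ± 29.1 (n = 11) in general nociceptors and 303 ± 276 (n = 16) in Aβ-RA + Aδ-LTMRs. Its LFC in PEP was 1.00 (adjusted p = 0.295 by edgeR), or 1.57 without the first batch (adjusted p = 0.00175). In Aβ-RA + Aδ-LTMRs it was 1.97 (adjusted p = 0.00541 by edgeR).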

Key peptidergic markers such as *Calca* and *Trpv1* do not hit our enrichment filtering criteria, likely due to strong expression in both peptidergic and general nociceptor populations.

Trpm8, typically a marker of cold-sensing sensory neurons,^71^ is enriched in Aβ-RA + Aδ-LTMRs, with lower expression in peptidergic nociceptors (Fig. 2B). This contrasts reports of previous subpopulation RNA-seq, suggesting enrichment in C-LTMRs, peptidergic nociceptors, and Aδ -LTMRs.^88^ It is unclear if this discrepancy reflects a variation across transgenic approaches (eg, a bias towards Aδ -LTMRs), individual animal differences, or is a result of using contralateral samples as “naïve-like” controls. 

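Trpm8 (ENSMUSG00000036251, chromosome 1 from 88277661 to 88389293; a noncoding gene lies on its other strand) was at 133 ± 132 CPM (SD, n = 16) in contralateral Aβ-RA + Aδ-LTMR samples, with 0 to 7341 counts per sample, and over the floor in 14 of 16 samples. It was at 4.37 ± 2.19 CPM (n = 12) in PEP, 4.54 ± 4.37 (n = 11) in general nociceptors, 1.94 ± 3.24 (n = 16) in C-LTMRs and 0.972 ± 2.63 (n = 16) in NP. The LFC over the other subtypes was 5.58 in Aβ-RA + Aδ-LTMRs (standard error 0.589, adjusted p = 3.96e-12 by edgeR) and -0.52 in PEP (adjusted p = 0.737 by edgeR).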

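Between contralateral samples taken at 3 days and at 4 weeks, Trpm8 in Aβ-RA + Aδ-LTMRs was at 85.3 ± 63.4 CPM (SD, n = 8) and 180.4 ± 167 CPM (n = 8), and between females and males at 62.2 ± 68.7 CPM (n = 8) and 204 ± 145 CPM (n = 8). The spread within each of these groups was wide. For the contrast with earlier subpopulation sequencing, the paper proposes transgenic approach, differences between individual animals or the use of contralateral samples as controls.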

Two-pore potassium channels (K2Ps) have been implicated in various pain conditions, including the role of *Kcnk18* (TRESK) in migraine.^37,62^ 

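Of the 2 pore potassium channels (K2Ps), Kcnk13 (ENSMUSG00000045404, chromosome 12 from 99964499 to 100062682), Kcnk12 (ENSMUSG00000050138, chromosome 17 from 87745801 to 87797994), Kcnk18 (ENSMUSG00000040901, chromosome 19 from 59219214 to 59237374) and Kcnk10 (ENSMUSG00000033854, chromosome 12 from 98429437 to 98578310) passed the filter on low counts over all contralateral samples. Kcnk16 (ENSMUSG00000023387, chromosome 14 from 20261376 to 20269199) did not pass it.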

We see a range of subpopulation enrichments for this gene family in our data set. *Kcnk13* (THIK-1), *Kcnk12* (THIK-2), and *Kcnk18* (TRESK) are all enriched in nonpeptidergic nociceptors. 

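Kcnk13 was at 22.6 ± 5.75 CPM (SD, n = 16) in contralateral NP samples, Kcnk12 at 12.6 ± 7.48 (n = 16) and Kcnk18 at 16.0 ± 4.25 (n = 16). Over the other subtypes, the LFCs in NP were 1.65 (adjusted p = 0.000125), 2.46 (adjusted p = 3.23e-05) and 3.24 (adjusted p = 4.31e-06), all by edgeR. Kcnk18 was at 7.41 ± 3.49 CPM (n = 11) in general nociceptors and 3.30 ± 1.78 (n = 12) in PEP, and was over the floor in 5 of 16 C-LTMR samples and 3 of 16 Aβ-RA + Aδ-LTMR samples.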

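Counts of Kcnk16 were low in contralateral samples. It was at 0.797 ± 0.911 CPM (SD, n = 16) in C-LTMRs, with 0 to 47 counts per sample, and over the floor of 3 counts in 10 of 16 samples there, against 3 of 12 in PEP, 3 of 11 in general nociceptors, 3 of 16 in NP and 0 of 16 in Aβ-RA + Aδ-LTMRs. Without the first batch it passed the filter, and its LFC in C-LTMRs over the other subtypes was 3.18 (standard error 0.649, adjusted p = 7.94e-05 by edgeR).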

*Kcnk16* (TALK-1) is enriched in C-LTMRs. *Kcnk10*, encoding the TREK-2, has previously been implicated in spontaneous pain in rats, with expression limited to IB4-binding neurons.^1^ 

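Kcnk10 was at 6.60 ± 2.85 CPM (SD, n = 12) in contralateral PEP samples of the larger batch and over the floor in 12 of 12 samples. It was at 3.88 ± 2.72 CPM (n = 11) in general nociceptors, 2.46 ± 5.26 (n = 16) in Aβ-RA + Aδ-LTMRs, 1.70 ± 3.44 (n = 16) in C-LTMRs and 1.47 ± 1.45 (n = 16) in NP. The LFC of PEP over the other subtypes was 2.04 (standard error 0.590, adjusted p = 0.0126 by edgeR).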

Here, we see higher expression in peptidergic nociceptors. This peptidergic-enrichment profile is supported by the transcriptional data published by Zheng et al.^88^

To validate our sequencing approach, gene enrichment analyses were performed against previously published naïve subtypes (Figs. 2D–J, Supplemental Digital Content, Tables 2 and 3, available at http://links.lww.com/PAIN/B825 and http://links.lww.com/PAIN/B826). Count data were log transformed using DESeq2, mirroring our analysis to generate 8 subpopulation-specific groups, as defined by Zheng et al.^88^

Our samples correlate strongly to this these. Our *Scn10a* population seems to be largely nociceptor, with positive enrichment for both PEP and NP populations (Fig. 2F). Negative enrichment is seen for C-LTMRs, likely reflecting subpopulation proportions within this broad grouping. Our NP samples are positively enriched for the NP gene set and negatively enriched for all other gene signatures (Fig. 2G). To complement, our PEP samples show strong positive enrichment for PEP, as well as negative enrichment for NP and C-LTMR signatures (Fig. 2H). Unlike our peptidergic population, our general nociceptor is negatively enriched for the proprioceptive signature. Both our nociceptor and peptidergic nociceptor populations show negative enrichment for the Aδ-LTMR gene set but positive enrichment of Aβ-Field-LTMR signatures.

C-low threshold mechanoreceptors are highly enriched for the C-LTMR gene set, along with a positive enrichment of Aδ-LTMRs (Fig. 2I). Correspondingly, this population shows negative enrichment of high-threshold populations (NP and PEP), along with the proprioceptive and Aβ-Field-LTMR signatures.

Aβ-RA + Aδ-LTMRs show positive enrichment for the proprioceptive gene set, followed by enrichment for Aδ-LTMRs (2J). As expected, this population is negatively enriched for high threshold signatures. Enrichment scores and adjusted *P*-values are listed in Supplemental Digital Content, Table 2, available at http://links.lww.com/PAIN/B825.

We next compared our data against recently published transcriptomic and proteomic data from Nav1.8-enriched male samples (Supplemental Figure 3, available at http://links.lww.com/PAIN/B823). Here, researchers used the DTA ablation of *Scn10a* neurons in mice to probe enrichment/depletion in nociceptors.^64^ The transcriptomic data for their enriched and depleted genes matches our subpopulation data with enrichment for nociceptors, NP, and CGRP paired to a negative enrichment for our LTMR populations (Supplemental Figure 3A, available at http://links.lww.com/PAIN/B823).

We were also able to recapitulate their proteome enrichment for our nociceptor and NP populations, but not PEP (no significant enrichment), whereas the Aβ-RA + Aδ-LTMRs population is negatively enriched (Supplemental Figure 3A, available at http://links.lww.com/PAIN/B823). With few depleted proteins, we are less powered to analyse depleted targets. Using more relaxed thresholds (FDR < 0.05, LFC > 0.5, Supplemental Figure 3B, available at http://links.lww.com/PAIN/B823), the trend remains unclear, likely due to the discrepancy between transcriptomic and proteomic data^8,25^ as well as differences in methodology. Together, these enrichments lend confidence to our methodology and support the use of this data set to interrogate population sex differences and as a baseline against injured neurons.

### 3.2. Naïve sex differences across subtypes

With many clinically relevant pain conditions showing sexual dimorphisms, there is a keen interest to explore sex differences within each DRG subtype transcriptome. Across subpopulations, most genes are expressed to similar levels in males and females (Figs. 3A–D). 

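Females and males were compared within each subtype over the contralateral samples of both time points, with 7 to 9 samples per sex. Batch was a term in PEP and general nociceptors. The smaller batch holds females only, so with this term its samples enter the estimate of spread but not the sex difference. In PEP and general nociceptors that difference therefore rests on 4 females each, all at 4 weeks, against males of both time points. It was not fitted in the larger batch alone. The number of DEGs was 6 among 16191 genes tested in general nociceptors, 5 among 15987 in PEP, 6 among 15746 in NP, 7 among 16071 in C-LTMRs and 6 among 15401 in Aβ-RA + Aδ-LTMRs. An unadjusted p under 0.05 was found for 201 genes in general nociceptors, 130 in PEP, 723 in NP, 1232 in C-LTMRs and 651 in Aβ-RA + Aδ-LTMRs. The alternative that moved these numbers most, except in PEP, was a DESeq2 fit of all groups of the study at once, chosen after the data were seen, with 508 DEGs in general nociceptors, 333 in PEP, 116 in NP and 118 in C-LTMRs. In PEP a fit without the batch term moved the number further, to 457.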

Differentially expressed genes are defined here as an FDR < 0.05 and an absolute LFC > 1. 

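Kdm5d (ENSMUSG00000056673, chromosome Y from 897788 to 956786), Uty (ENSMUSG00000068457, chromosome Y from 1096861 to 1245759), Ddx3y (ENSMUSG00000069045, chromosome Y from 1260771 to 1286629) and Eif2s3y (ENSMUSG00000069049, chromosome Y from 1010543 to 1028847) lie on the Y chromosome and had at most 3 counts in every contralateral sample from a female. In males, Eif2s3y was at 33.2 ± 8.86 CPM (SD, n = 9) in NP and 41.0 ± 12.7 (n = 8) in Aβ-RA + Aδ-LTMRs, at least 176-fold and 236-fold the floor in females. For Kdm5d, the lowest of these genes, the difference was at least 22.6-fold in NP and 37.5-fold in Aβ-RA + Aδ-LTMRs. Xist had an LFC of males over females of -8.63 in NP (standard error 0.340, adjusted p = 8.62e-13 by edgeR). Tsix (ENSMUSG00000085715, chromosome X from 103431517 to 103484957) overlaps it on the other strand, and without strand information the counts of the pair cannot be told apart. Tsix was at 41.7 ± 8.84 CPM (n = 7) in NP from females. In PEP it did not pass the filter on low counts and was at least 493-fold higher in females, with an adjusted p of 0.00546 by edgeR under the looser filter. The genes that were DEGs in all 5 populations numbered 5, and 1 was a DEG in 4. All 7 genes that were DEGs in any population lie on the X or Y chromosome.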

From this, only 6 genes were significantly regulated between males and females in all populations, each X-linked or Y-linked (*Kdm5d*, *Uty*, *Ddx3y*, *Eif2s3y*, *Tsix*, and *Xist*). 

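Gm29650 (ENSMUSG00000099876, chromosome Y from 1048393 to 1049134) had at most 1 count in each contralateral sample from a female, and in males its counts were low, at 0.743 ± 0.332 CPM (SD, n = 9) in NP and 1.89 ± 1.71 (n = 8) in Aβ-RA + Aδ-LTMRs. It did not pass the filter on low counts in any subtype. Under the looser filter its adjusted p by edgeR was 0.00159 in NP, 0.134 in PEP, 0.0722 in C-LTMRs and 0.301 in Aβ-RA + Aδ-LTMRs. The difference was at least 3.94-fold in NP, 3.58-fold in PEP, 5.42-fold in C-LTMRs, 10.9-fold in Aβ-RA + Aδ-LTMRs and 2.93-fold in general nociceptors.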

*Gm29650*, which is also sex-linked, was differentially expressed in 4/5 populations. The only other DEG shared across any subtypes is *Sprr1a*, which is more highly expressed in male nociceptors and nonpeptidergic nociceptors, and may reflect differences in naïve cells or minor wounds from in-cage fighting which occur at higher rates in males.

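Sprr1a (ENSMUSG00000050359, chromosome 3 from 92483952 to 92485895) was over the floor in 4 of 7 contralateral general nociceptor samples from males and 1 of 8 from females, with 0 to 1310 counts per sample in males. In NP it was over the floor in 3 of 9 samples from males and in none of the 7 from females, a difference of at least 529.9-fold in the mean. It did not pass the filter on low counts in either subtype. Under the looser filter, its LFC in general nociceptors was 7.19 (standard error 2.78, unadjusted p = 0.0234 by edgeR), and its adjusted p in NP was 0.644 by edgeR. From the higher expression in males, the paper proposes either differences in naïve cells or minor wounds from fighting in the cage. In NP, the contralateral samples of animals E of both time points, both males, were the highest of their groups on the score of injury genes given below. Whether the difference in Sprr1a rests on these samples was not tested.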

**Figure 3.**
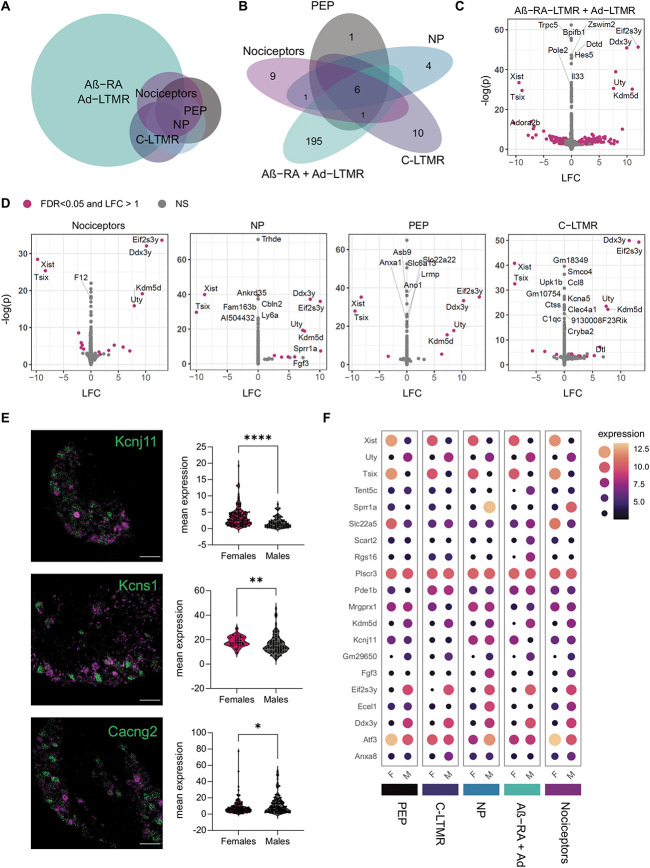
Few sex differences are seen in uninjured neuronal subtypes, with the majority in *Ntrk2*+ LTMRs. (A) Euler plot for sexually dimorphic genes. (B) Number of sexually dimorphic genes within each subpopulation examined (FDR < 0.05, LFC > 1). (C and D) Contralateral samples show differential gene expression across sexes (male vs female, ie, LFC > 0 = upregulated in males). (E) In situ validation of gene candidates regulated in Aβ-RA + Aδ-LTMRs (n = 3 mice, Mann–Whitney test. Data points represent individual cells). Top to bottom: *Kcnj11* (*P* < 0.0001), *Kcns1* (*P* = 0.0054), and *Cacng2* (*P* = 0.0242) (green) with *Ntrk2* (magenta). *Cacng2* RNA-seq suggests upregulation in females (opposite). (F) Dot plots highlighting key DEGs, plotted as median transformed counts. DEGs, differentially expressed genes; LFC, log_2_ fold changes; LTMRs, low=threshold mechanoreceptors; NP, nonpeptidergic; PEP, peptidergic.

This absence of a large sensory-neuron wide sex signature is consistent with the previous work in mice, where all but one DEG reported in adult, lumbar DRG were X-linked or Y-linked.^66^ Nine autosomal genes were found to be regulated in sacral DRG, and these do not overlap with the DEGs reported within populations here, with the exception of *Clvs1* in Aβ-RA + Aδ-LTMRs.

At a subpopulation level, a stronger sexual dimorphism emerges. 

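With DESeq2 fitted within each subtype, an adjusted p under 0.05 between males and females was found for 23 genes in general nociceptors, 9 in PEP, 9 in NP, 21 in C-LTMRs and 18 in Aβ-RA + Aδ-LTMRs. After shrinkage of LFCs by apeglm, 14 genes in general nociceptors, 7 in PEP, 8 in NP, 15 in C-LTMRs and 11 in Aβ-RA + Aδ-LTMRs kept an absolute LFC over 1.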

Across populations, many genes hit an FDR < 0.05, but moderated fold changes suggest a negligible effect (near 0 LFC) in these genes (Figs. 3A–F, Supplemental Digital Content, Tables 4 and 5, available at http://links.lww.com/PAIN/B827 and http://links.lww.com/PAIN/B828). 

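Of the 33 genes that passed both thresholds with DESeq2 and apeglm in any subtype, 27 passed in 1 subtype only and 9 lie on the X or Y chromosome. By edgeR, 1 gene, Uba1y in C-LTMRs, was a DEG in 1 subtype only.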

Most DEGs are seen in lowly expressed genes within unique neuronal subtypes. We see predominant transcriptional changes within Aβ-RA + Aδ-LTMRs (202 genes with FDR < 0.05, LFC > 1), with few differences in the other populations. 

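In Aβ-RA + Aδ-LTMRs, the autosomal DEGs between males and females numbered 0 by edgeR and 5 by DESeq2 with apeglm. The DESeq2 fit of all groups at once gave 686 DEGs here, 294 higher and 392 lower in males, of which 614 were found in no other subtype.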

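Kcnj11 (ENSMUSG00000096146, chromosome 7 from 46093953 to 46100764) was over the floor in 5 of 8 contralateral Aβ-RA + Aδ-LTMR samples from females, at 2.40 ± 3.27 CPM (SD, n = 8), and in none of the 8 from males, a difference of at least 13.2-fold. It did not pass the filter on low counts, and under the looser filter its adjusted p was 0.301 by edgeR. Kcns1 (ENSMUSG00000040164, chromosome 2 from 164163619 to 164171113) was at 6.94 ± 8.14 CPM (n = 8) in females, with 0 to 361 counts per sample, and 1.84 ± 1.27 (n = 8) in males, with 2 to 60. Its LFC of males over females was -1.87 (standard error 0.911, unadjusted p = 0.0558 by edgeR), which did not pass the adjustment over all genes tested. With DESeq2 and apeglm the LFC was -0.01 (adjusted p = 0.762), and in the DESeq2 fit of all groups -1.64 (adjusted p = 0.0137).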

Here, RNA-seq and in situ hybridization validation of *Kcnj11* and *Kcns1* (Fig. 3E) suggest they are more strongly expressed in female TRKB+ LTMRs. *KCNS1* has previously been suggested as a marker of LTMRs in humans,^72^ and cross-species validation of possible sexual dimorphism in TRKB+ and other LTMR populations is recommended. Not all candidates were validated using in situ by naïve, wildtype controls. Of the 3 candidates explored, *Cacng2* (Stargazin) is significantly upregulated in males by in situ (3E) but downregulated in our RNA-seq results (Supplemental Digital Content, Table 4, available at http://links.lww.com/PAIN/B827). This still suggests sexual dimorphism within this LTMR population but warrants note as it may be a result of population labelling through in situ vs transgenics or a difference in contralateral vs naïve tissue.

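Cacng2 (ENSMUSG00000019146, chromosome 15 from 77991748 to 78120028), which overlaps a noncoding gene, was at 10.7 ± 16.3 CPM (SD, n = 8) in contralateral Aβ-RA + Aδ-LTMR samples from females and 1.90 ± 1.87 (n = 8) in males. The LFC of males over females was -2.43 (standard error 1.04, unadjusted p = 0.0326 by edgeR) and did not pass the adjustment over all genes tested. The DESeq2 fit of all groups gave -2.30 (adjusted p = 0.00372). For the opposite direction by in situ hybridization, the paper proposes that population labelling or the use of contralateral rather than naïve tissue could account for it.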

GO term analyses highlight enrichment for ion channel transport and transmembrane transport in females, although few genes are implicated in each (Supplemental Digital Content, Table 6, available at http://links.lww.com/PAIN/B829). GSEA analyses against “all gene sets” available from Molecular Signatures Database (MSigDB) show no enrichments in this population (Supplemental Digital Content, Table 7, available at http://links.lww.com/PAIN/B830).

In the 4 other populations studied, most GO terms centre around sex-linked processes. Other relevant GO pathways include the detection of temperature stimulus involved in sensory perception of pain (nociceptors), immune response and cholinergic synaptic transmission (PEP), regulation of sensory perception of pain (NP), and chemosensory behavior (C-LTMR). All Supplemental tables for DEGs and pathway analyses, including full DEG tables, GO, and GSEA analyses for each subpopulations, are available in the supplemental digital contents.

### 3.3. General injury signatures

General injury signatures were examined by combining samples across subtypes (Figs. 4A–K, Supplemental Digital Content, Tables 8–12, available at http://links.lww.com/PAIN/B831, http://links.lww.com/PAIN/B832, http://links.lww.com/PAIN/B833, http://links.lww.com/PAIN/B834, http://links.lww.com/PAIN/B835). These samples will be biased toward nociceptors, due to the inclusion of 3 nociceptor populations (Scn10a^cre^, Calca^creERT2^, and Mrgprd^creERT2^) and 2 LTMR populations (Th^creERT2^ and Ntrk2^creERT2^) in equal numbers.

**Figure 4.**
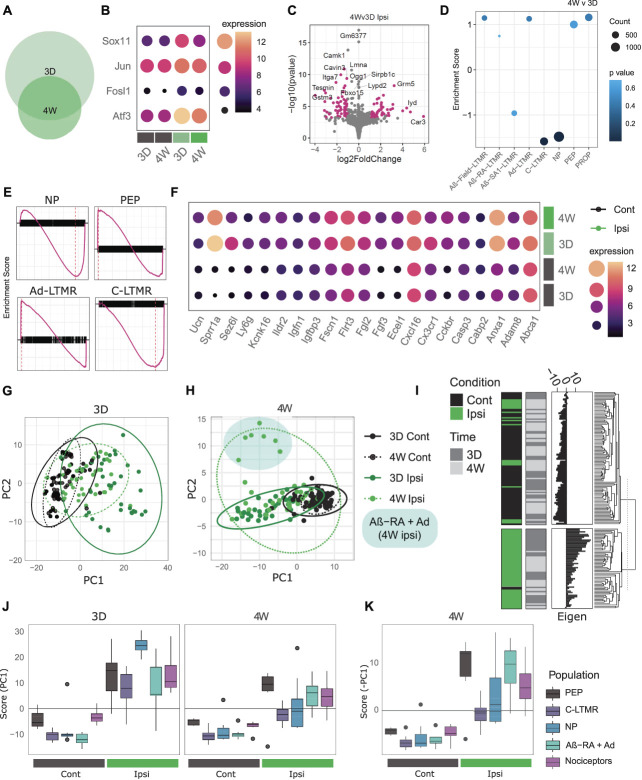
General injury mapping shows stereotyped changes and subtype differences across time points. (A) Euler plot showing differentially expressed genes after SNI at 3 days (3D) and 4 weeks (4W) for combined subtypes. (B) Key injury markers are upregulated across ipsilateral samples at both time points, plotted as median VST expression across groups. (C) Injured samples (ipsi) show differential gene expression across time points (4W vs 3D). (D and E) GSEA analysis of subtype enrichment between 4W and 3D ipsilateral samples. NP and C-LTMR signatures are significantly reduced at 4 weeks, with values listed in Supplemental Digital Content, Table 12, available at http://links.lww.com/PAIN/B835. (E) Enrichment plots for key subtypes, by the enrichment score for ranked genes (black). (F) Example of differentially expressed genes (DEGs) shared across time points, plotted as median VST expression across groups. (G and H) Supervised PCA biplot for DEGs at 3 days (G) and 4 weeks (H). (I) Dendrogram split by k-means of 2, highlighting positive and negative injury scores from 3D DEGs largely correlate to the sample condition. (J and K) PC1 correlation across subtypes and time. Boxplot whiskers show 1.5 IQR. (J) 3D signature: All 5 subtypes show a significant difference between ipsilateral and contralateral samples at both time points (Kruskal–Wallis rank sum, followed by pairwise Wilcoxon with BH correction against a grouping factor [population, condition, and timepoint]). Only NP and C-LTMR ipsilateral samples are different between 4 weeks and 3 days (FDR = 0.00185 and 0.00995, respectively), reflecting their return towards baseline. (K) 4W signature: All 5 subtypes show a significant difference between ipsilateral and contralateral samples, plotted as score for visualization with (J). Cont, contralateral; Ipsi, ipsilateral; IQR, interquartile range; LTMR, low-threshold mechanoreceptors; NP, nonpeptidergic; PCA, principal component analysis; PEP, peptidergic; SNI, spared nerve injury; VST, variance stabilizing transformation.

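With the samples of all subtypes taken together, ipsilateral and contralateral samples were compared at 3 days (76 samples, batch as a term) and at 4 weeks (77 samples). Atf3 was at 499 ± 309 CPM (SD, n = 36) ipsilaterally and 82.3 ± 165 (n = 40) contralaterally at 3 days, an LFC of 3.78 (standard error 0.460, adjusted p = 7.32e-09 by edgeR), and at 184 ± 184 (n = 38) and 19.7 ± 23.3 (n = 39) at 4 weeks, an LFC of 3.23 (standard error 0.377, adjusted p = 4.63e-09 by edgeR). Sox11 (ENSMUSG00000063632, chromosome 12 from 27334264 to 27342574) had an LFC of 3.24 (standard error 0.503, adjusted p = 6.60e-06 by edgeR) at 3 days and 2.11 (standard error 0.299, adjusted p = 8.82e-07 by edgeR) at 4 weeks. Fosl1 (ENSMUSG00000024912, chromosome 19 from 5447547 to 5455946), which overlaps Ccdc85b, was at 3.96 ± 3.82 CPM (n = 36) ipsilaterally at 3 days, and its LFC was 2.26 (standard error 0.430, adjusted p = 0.000349 by edgeR). At 4 weeks the LFC of Fosl1 was 1.92 (standard error 0.397, adjusted p = 0.00207 by edgeR), and without Aβ-RA + Aδ-LTMRs it was 1.51 (standard error 0.447, adjusted p = 0.110 by edgeR). Jun (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222), which overlaps Junos, had an LFC of 1.01 (standard error 0.382, adjusted p = 0.310 by edgeR) at 3 days and 0.61 (standard error 0.288, adjusted p = 0.520 by edgeR) at 4 weeks, and did not pass the thresholds at either time point. With animal as a block, which compares the sides within each animal, the LFC of Jun was 1.85 (standard error 0.350, adjusted p = 0.00107 by edgeR) at 3 days and 0.97 (standard error 0.236, adjusted p = 0.0145 by edgeR) at 4 weeks.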

At both 3 days and 4 weeks, we see predominant upregulation of genes associated with classical injury signatures, including *Atf3*, *Jun*, *Sox11*, and *Fosl1* (Fig. 4B, Supplemental Digital Content, Table 8 http://links.lww.com/PAIN/B831). The overall number of DEGs (LFC > 1, FDR < 0.05) is reduced over time, from 521 at 3 days to 162 by 4 weeks. Of these, 96 are shared across time points (Supplemental Digital Content, Table 9 http://links.lww.com/PAIN/B832), with some highlighted in Figure 4C. 

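At 3 days, 156 of 16407 genes tested were DEGs (153 up and 3 down), and at 4 weeks 83 of 16819 (79 up and 4 down). The smallest adjusted p at 3 days were those of Tmem88b (ENSMUSG00000073680, chromosome 4 from 155781591 to 155785874), with an LFC of 4.31 (standard error 0.433, adjusted p = 2.90e-11 by edgeR), Gpr151 (ENSMUSG00000042816, chromosome 18 from 42577881 to 42579652), with 4.20 (standard error 0.429, adjusted p = 3.12e-11 by edgeR), and Camk1 (ENSMUSG00000030272, chromosome 6 from 113334124 to 113343984), which overlaps Ogg1, with 1.42 (standard error 0.148, adjusted p = 5.82e-11 by edgeR). At 4 weeks, Kif22 (ENSMUSG00000030677, chromosome 7 from 127027729 to 127042471), which overlaps a noncoding gene, had an LFC of 1.55 (standard error 0.181, adjusted p = 4.63e-09 by edgeR) and Cckbr (ENSMUSG00000030898, chromosome 7 from 105425731 to 105470898) of 5.63 (standard error 0.617, adjusted p = 1.03e-09 by edgeR). The filter on low counts moved the numbers most. With the looser filter there were 2447 DEGs at 3 days and 2133 at 4 weeks, and without NP samples there were 51 at 3 days.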

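DEGs at both time points numbered 46, all with the same direction at both. The contralateral samples of the time points come from different animals, so the lists share no controls. With DESeq2 and apeglm, 55 genes passed the thresholds at both time points.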

Subtype-enriched genes seem acutely downregulated at 3 days, in line with previous reports although few genes reach our significance threshold. This is likely due to the high variability from combining samples across populations.

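For each subtype, a list of genes enriched in it was taken from contralateral samples at 4 weeks. Its change on the ipsilateral side at 3 days was tested with camera of limma, with adjustment over 10 tests of both time points. Camera compares the change of a list with that of the other genes tested, so its p does not test a fall by itself. The 83 NP genes that could be tested had a median LFC of -0.60 in NP, and 71 of them were lower ipsilaterally (adjusted p = 5.03e-10 by camera of limma). The median LFC was -0.35 over 53 genes in PEP (adjusted p = 0.00554 by camera of limma), 0.20 over 50 genes in general nociceptors (adjusted p = 0.136), -0.01 over 75 genes in C-LTMRs (adjusted p = 0.744) and 0.26 over 80 genes in Aβ-RA + Aδ-LTMRs (adjusted p = 0.0413, higher ipsilaterally). Fry of limma tests a list on its own and estimates the correlation between genes. Under fry, only the change in NP had an adjusted p under 0.05 (0.000831), and that in PEP had an adjusted p of 0.136. In NP, 6 of 40 splits that exchange sides within animals gave as small a p by camera. In the larger batch alone, the median LFC changed sign in general nociceptors, to -0.29 (41 of 73 genes lower, adjusted p = 0.728 by camera). There it was -0.53 in PEP (56 of 82 genes lower, adjusted p = 0.00882 by camera, adjusted over these 2 tests). In NP, Mrgprd fell from 377 ± 82.6 CPM (SD, n = 8) contralaterally to 197 ± 23.2 (n = 8) ipsilaterally, and Trpa1 from 92.8 ± 17.7 (n = 8) to 51.9 ± 11.5 (n = 8). For the small number of genes that reach significance, the paper proposes high variability from combining populations as the reason.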

Our time course was selected to highlight the progression from a more acute to a later injury state after SNI (Figs. 4C–D). We can probe this transition by comparing ipsilateral samples across time points. 

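Ipsilateral samples of the 2 time points were compared over all subtypes (74 samples, batch as a term). Of 16696 genes tested, 7 were higher and 44 lower at 4 weeks. Atf3 had an LFC of 4 weeks over 3 days of -1.56 (standard error 0.319, adjusted p = 0.00359 by edgeR). Ntrk2 was at 25.4 ± 48.0 CPM (SD, n = 36) at 3 days and 30.4 ± 45.9 (n = 38) at 4 weeks, an LFC of 1.78 (standard error 0.457, adjusted p = 0.0469 by edgeR). With the conflicting sample assigned to 3 days, as its title gives, the adjusted p of Ntrk2 was 0.0679 by edgeR. The smallest adjusted p were those of Camk1, with an LFC of -1.20 (standard error 0.141, adjusted p = 2.03e-08 by edgeR), Gm45667 (ENSMUSG00000109735, chromosome 7 from 105481927 to 105483242), with -1.60 (standard error 0.197, adjusted p = 4.85e-08 by edgeR), and Cavin3 (ENSMUSG00000037060, chromosome 7 from 105480083 to 105482300), with -1.34 (standard error 0.166, adjusted p = 4.85e-08 by edgeR). Gm45667 and Cavin3 overlap, so their counts are uncertain. Among the alternatives, the looser filter moved the number of DEGs most, to 1894.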

At 4 weeks, we see the downregulation of *Atf3*, as well as an upregulation of some subtype-specific genes towards baseline, such as *Ntrk2*. *Slc17a7* (VGLUT1), typically a marker of larger diameter DRG is positively enriched at 4 weeks compared with 3 days after SNI (LFC = 2.25, p.adj = 1.7E-07), although this change is not reflected by a median expression change and is likely driven by a subgroup of samples. 

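Slc17a7 (ENSMUSG00000070570, chromosome 7 from 45163949 to 45176142) was at 1.95 ± 5.12 CPM (SD, n = 38) in ipsilateral samples at 4 weeks and 0.616 ± 0.623 (n = 36) at 3 days, with medians of 0.333 and 0.395 CPM. It did not pass the filter on low counts. Under the looser filter its LFC of 4 weeks over 3 days was 1.87 (standard error 0.473, adjusted p = 0.00715 by edgeR). In contralateral samples it was at 2.68 CPM at 4 weeks and 0.924 at 3 days in the mean, with medians of 0.340 and 0.400.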

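Npy (ENSMUSG00000029819, chromosome 6 from 49822710 to 49829507) was over the floor in 25 of 36 ipsilateral samples at 3 days, at 6.03 ± 20.1 CPM (SD, n = 36), and in 32 of 38 at 4 weeks, at 71.2 ± 190.1 CPM (n = 38). In contralateral samples it was over the floor in 1 of 40 at 3 days and 2 of 39 at 4 weeks. Its LFC of ipsilateral over contralateral samples at 4 weeks was 6.74 (standard error 0.879, adjusted p = 1.16e-07 by edgeR). At 3 days it did not pass the filter on low counts, and under the looser filter the LFC was 2.37 (standard error 0.813, adjusted p = 0.0603 by edgeR). Between ipsilateral samples, the LFC of 4 weeks over 3 days was 3.26 (standard error 0.810, adjusted p = 0.0354 by edgeR). With subtype added to the fit it was 2.52 (standard error 0.855, adjusted p = 0.222 by edgeR), and with the conflicting sample assigned to 3 days 1.45 (standard error 0.803, adjusted p = 0.863 by edgeR).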

For other genes, such as *Npy*, gene expression increases from 3 days to 4 weeks, where it is significantly higher than contralateral levels, suggesting a more long-term change.

In a more acute state, GO analyses show enrichment in the regulation of cell population proliferation, positive regulation of apoptotic process, and inflammatory response after injury (Supplemental Digital Content, Table 10, http://links.lww.com/PAIN/B833). Many of these processes remain enriched at 4 weeks, even with the overall reduction in DEGs. GSEA enrichment at 3 days also shows downregulation of electron transport and oxidative phosphorylation paired to a positive enrichment of inflammation, receptor regulator activity, and cell migration (Supplemental Digital Content, Table 11, available at http://links.lww.com/PAIN/B834). When comparing ipsilateral samples over time, GO analyses also suggest functional changes. Three-day injured samples show enrichment of apoptotic process, cytokine response, and positive regulation of gene expression. In a later state, there is enrichment for protein import, long-term memory, and the regulation of long-term neuronal synaptic plasticity. Taken together, these results suggest we are accurately capturing injury signatures across our data set.

### 3.4. Injury phenotypes by subtype

A major strength of this study is the ability to probe subtype specific patterns in a murine model of neuropathic pain. Injured neurons were previously shown to lose cell-type specific identities after nerve injury in a time-dependant process.^60^ At 4 weeks post-SNI, injured samples show a negative enrichment for C-LTMRs and NP nociceptors compared with their 3-day injured counterparts (Figs. 4D–E). Here, we are also able to explore subpopulation-specific and common injury signatures across cell types (Figs. 4G–K), before contrasting samples within each population (Fig. 5).

**Figure 5.**
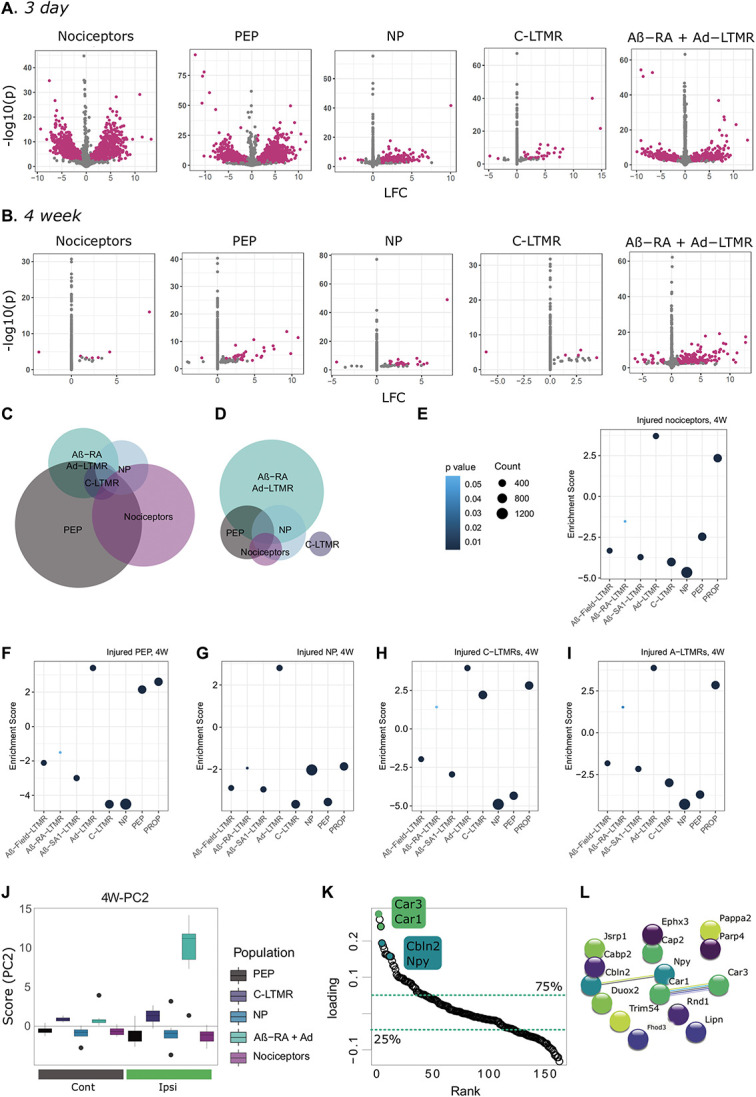
Subtype injury mapping shows stereotyped changes and subtype differences across time points. (A–D) Differential gene expression across time points and subtypes. Volcano plots for 3-day (A) and 4-week (B) subtypes, with DEGs highlighted in magenta. Euler plots showing DEG overlap at 3D (C) and 4W (D). (E–I) GSEA analyses against previously published data^88^ reveals a lack of clear subpopulation signatures in injured nociceptors and NP nociceptors by 4 weeks (scores listed in Supplemental Digital Content, Table 18, available at http://links.lww.com/PAIN/B841). All subtypes show a significant enrichment for Aδ-LTMRs, which was not seen in naïve nociceptor populations. Naïve data are shown in Figures 2J,L: Subtype-specific signatures extracted from 4W SPCA presented in Figure 4 shows specificity for Ntrk2-injured neurons. (J) PC2 correlation across subtypes 4 weeks after SNI. Boxplot whiskers show 1.5 IQR. (K) Ranked loadings (PC2) for all DEGs at 4 weeks after injury. Dashed lines highlight quartiles. L. STRING database interactions for top 15 DEGs (ranked by loadings). DEGs, differentially expressed genes; IQR, interquartile range; LFC, log_2_ fold changes; LTMR, low-threshold mechanoreceptors; NP, nonpeptidergic; PEP, peptidergic; PROP, proprioceptors; SNI, spared nerve injury; SPCA, supervised principal component analysis.

To start, an acute injury signature was extracted from our initial list of DEGs at 3 days (from combined samples, above) through a supervised PCA (SPCA) and compared across subtypes (Figs. 4G,I–J). This provides an unbiased signature through the linear combination of individual gene expressions. 

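A score for the acute injury signature was taken as PC1 of the 156 DEGs at 3 days over all samples after variance stabilization and batch removal, and PC1 held 39.7% of their variance. The subtypes scored had contributed to the choice of these genes, so differences between the sides at 3 days are not independent of it. Mean scores at 3 days were 16.3 ± 3.03 (n = 8) ipsilaterally and -6.47 ± 5.07 (n = 8) contralaterally in NP, and 6.39 ± 7.80 (n = 5) and -8.08 ± 1.55 (n = 8) in Aβ-RA + Aδ-LTMRs (mean ± SD). The median of all differences between ipsilateral and contralateral scores at 3 days was 10.5 in general nociceptors, 13.2 in PEP, 24.7 in NP, 11.9 in C-LTMRs and 13.3 in Aβ-RA + Aδ-LTMRs. In pairwise exact Wilcoxon tests over 20 groups, 2-sided and with BH correction over 190 comparisons, the adjusted p at 3 days was 0.00107 in general nociceptors, 0.00179 in PEP, 0.00102 in NP, 0.00102 in C-LTMRs and 0.00422 in Aβ-RA + Aδ-LTMRs. At 4 weeks the differences were 6.86 in general nociceptors, 10.7 in PEP, 6.71 in NP, 6.24 in C-LTMRs and 11.0 in Aβ-RA + Aδ-LTMRs, with adjusted p from 0.00107 in general nociceptors to 0.0325 in PEP by the same exact test.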

All 5 subtypes studied show a significant difference (FDR < 0.05) between ipsilateral and contralateral samples at both time points (Kruskal–Wallis Rank Sum, followed by pairwise Wilcoxon with Benjamini-Hochberg (BH) correction against a grouping factor [population, condition, and timepoint]). 

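Between ipsilateral samples of the 2 time points, the score fell by 18.2 in NP (adjusted p = 0.00466 by the exact Wilcoxon test), by 6.94 in C-LTMRs (adjusted p = 0.0185, exact) and by 6.45 in general nociceptors (adjusted p = 0.0125, exact). It fell by 4.05 in PEP (adjusted p = 0.158, exact) and by 1.13 in Aβ-RA + Aδ-LTMRs (adjusted p = 0.579, exact). The smaller batch holds 3 of the 7 ipsilateral general nociceptor samples at 3 days and 4 of the 8 PEP samples. No score was recomputed without that batch.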

Only NP and C-LTMR show a significant difference between 4 weeks and 3 days (FDR = 0.00185 and 0.00995, respectively), reflecting their stronger return towards baseline.

Eigenvectors were also extracted from an SPCA on 4W DEGs to form a late injury signature across populations (Fig. 4H). This signature is driven largely by general nociceptors, peptidergic nociceptors, and Aβ-RA + Aδ-LTMRs, although all subtypes show a significant difference from their contralateral counterparts at 4 weeks (Kruskal–Wallis Rank Sum, followed by pairwise Wilcoxon with BH correction) (Fig. 4K).

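The 83 DEGs at 4 weeks gave a PC1 with 41.9% of their variance. The samples scored had contributed to the choice of these genes, so differences between the sides at 4 weeks are not independent of it. The difference in this late score between ipsilateral and contralateral samples at 4 weeks was 6.62 in general nociceptors, 6.55 in NP, 4.81 in C-LTMRs and 10.2 in Aβ-RA + Aδ-LTMRs, as the median of all differences. By this measure it was largest in PEP, where the mean score was 5.78 ± 5.86 (n = 7) ipsilaterally and -4.13 ± 0.405 (n = 8) contralaterally. The adjusted p by pairwise exact Wilcoxon tests was 0.00114 in general nociceptors, 0.0317 in PEP, 0.00472 in NP, 0.00191 in C-LTMRs and 0.00114 in Aβ-RA + Aδ-LTMRs. Ipsilateral scores were 5.82 ± 3.61 (n = 7) in Aβ-RA + Aδ-LTMRs, 3.28 ± 3.27 (n = 8) in general nociceptors, 2.58 ± 6.61 (n = 8) in NP and -1.36 ± 2.06 (n = 8) in C-LTMRs (mean ± SD).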

### 3.5. Differential gene expression changes by subtype

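Within each subtype, ipsilateral and contralateral samples were compared at 3 days and at 4 weeks, with batch as a term in PEP and general nociceptors at 3 days. Atf3 at 3 days had an LFC of 4.28 (standard error 0.862, adjusted p = 0.00175 by edgeR) in NP, 4.32 (standard error 0.640, adjusted p = 0.00318 by edgeR) in C-LTMRs and 5.68 (standard error 0.943, adjusted p = 0.0474 by edgeR) in Aβ-RA + Aδ-LTMRs. In PEP the LFC was 1.69 (standard error 0.734, adjusted p = 0.917 by edgeR), or 3.63 (standard error 0.280, adjusted p = 0.000134 by edgeR) in the larger batch alone. In general nociceptors it was 2.43 (standard error 0.938, unadjusted p = 0.0203 by edgeR). There, Atf3 was higher ipsilaterally in 4 of 4 pairs of the larger batch, with a median log2 difference of 4.90. In the smaller batch it was higher in 2 of 3 pairs, with a median of 0.696. At 4 weeks, Atf3 had an LFC of 3.06 (standard error 0.469, adjusted p = 0.00475 by edgeR) in PEP, 5.91 (standard error 0.774, adjusted p = 0.00215 by edgeR) in Aβ-RA + Aδ-LTMRs and 3.01 (standard error 0.954, adjusted p = 0.740 by edgeR) in NP. Sprr1a at 3 days was at 997 ± 599 CPM (SD, n = 8) ipsilaterally and 0.0132 ± 0.0245 (n = 8) contralaterally in C-LTMRs, at least 6072-fold, and rose by at least 4474-fold in Aβ-RA + Aδ-LTMRs, while its LFC in NP was 5.83 (standard error 1.62, adjusted p = 0.0168 by edgeR). At 4 weeks it rose by at least 2403-fold in PEP and 4446-fold in Aβ-RA + Aδ-LTMRs. Sox11 at 3 days had an LFC of 2.85 (standard error 0.328, adjusted p = 7.20e-06 by edgeR) in NP, 3.40 (standard error 0.488, adjusted p = 0.0202 by edgeR) in Aβ-RA + Aδ-LTMRs and 2.56 (standard error 0.559, adjusted p = 0.104 by edgeR) in C-LTMRs. Leaving out animal E of NP moved the LFC of Atf3 most, to 6.86. In the DESeq2 fit of all groups, chosen after the data were seen, the LFC of Atf3 at 3 days was 1.25 in general nociceptors (adjusted p = 0.0423).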

Within population testing for differentially expressed genes show a number of shared regulated genes typical of injury signatures (including *Atf3*, *Sprr1a*, and *Sox11*), as well as a subset of subtype-specific DEGs (Figs. 5A–D, Supplemental Digital Content, Tables 13–18, available at http://links.lww.com/PAIN/B836, http://links.lww.com/PAIN/B837, http://links.lww.com/PAIN/B838, http://links.lww.com/PAIN/B839, http://links.lww.com/PAIN/B840, http://links.lww.com/PAIN/B841). Over 5000 genes are regulated overall and are mostly driven by changes in the general nociceptors (2620) and peptidergic nociceptor (3270) samples at 3 days. 

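At 3 days, 893 genes were DEGs in at least 1 subtype, 33 of them in at least 2. General nociceptors had 0 DEGs among 15655 genes tested, with 251 genes at an unadjusted p under 0.05, and PEP had 0 among 15201, with 488 genes at an unadjusted p under 0.05. In the larger batch alone, which holds males only at this time point, PEP had 263 DEGs and general nociceptors 1. DESeq2 within each subtype gave 49 and 388 DEGs, and 14 and 66 after apeglm. DESeq2 with all groups in 1 fit moved the numbers most, to 2735 in general nociceptors and 3345 in PEP, and to 6561 genes in any subtype. In that fit without the first batch they were 152 and 228.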

Fewer DEGs are seen in other populations, with 179 DEGs for nonpeptidergic nociceptors, 640 DEGs for Aβ-RA + Aδ-LTMRs, and only 36 DEGs in C-LTMRs (with an LFC > 1, FDR < 0.05). 

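In NP at 3 days, 888 genes were DEGs (764 up and 124 down), in C-LTMRs 29, all up, and in Aβ-RA + Aδ-LTMRs 13 (11 up and 2 down). Aβ-RA + Aδ-LTMRs had the fewest ipsilateral samples, 5 against 8 in each of the other 2. Of these 5, 1 came from a female and 4 from males, against 4 and 4 contralaterally. Sex was not a term, so effects of sex and injury are partly mixed in this subtype. Leaving out that female, animal D, which had the fewest genes detected, gave 36 DEGs. In NP, the smallest adjusted p were those of Scpep1 (ENSMUSG00000000278, chromosome 11 from 88924020 to 88955465), which overlaps a noncoding gene, with an LFC of 2.06 (standard error 0.0909, adjusted p = 3.61e-11 by edgeR), and Mtus2 (ENSMUSG00000029651, chromosome 5 from 147957320 to 148316065), with 2.42 (standard error 0.124, adjusted p = 2.83e-10 by edgeR). Gm4208 rose by at least 51.8-fold. In C-LTMRs, Gm5152 rose by at least 42.1-fold and Gm6465 by at least 14.9-fold. In Aβ-RA + Aδ-LTMRs, Cryba2 (ENSMUSG00000006546, chromosome 1 from 74889934 to 74893143) rose by at least 59.2-fold and C530044C16Rik fell by at least 54.4-fold.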

Using an LFC cutoff of 1, we are focusing on genes with good expression changes believed to correspond to biological relevance. Even so, small changes in gene expression can be biologically relevant, and full results tables are provided online. With the populations studied, we do not see a clear LTMR-specific pattern: No genes exclusively regulated in both C-LTMRs and Aβ-RA + Aδ-LTMRs.

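Of the DEGs at 3 days, 0 were found in both C-LTMRs and Aβ-RA + Aδ-LTMRs and in no other subtype. The 2 populations shared 4 DEGs (Atf3, Camk1, Cryba2 and Sprr1a), all of them also DEGs in NP. NP shared 25 with C-LTMRs and 12 with Aβ-RA + Aδ-LTMRs. With DESeq2 and all groups in 1 fit, 30 genes were found in the 2 LTMR populations only.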

Although there is a broad diversity in genes regulated, we also see patterns at a group level. For example, we see broad dysregulation of potassium channels—a channel grouping widely implicated in pain.^12,75^ In nociceptors, changes predominate at 3 days, with an upregulation of numerous potassium channel genes, including *Kcnk16* and *Kcnh6*, paired to a downregulation of others (*Kcna6, Kcnb1, Kcnd1, Kcnd3, Kcnh2, and Kcnh6*). 

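In general nociceptors at 3 days, the LFC was 2.88 for Kcnh6 (standard error 1.91), 1.42 for Kcnd1 (standard error 1.23), -1.84 for Kcnd3 (standard error 1.08), -1.62 for Kcna6 (standard error 1.50) and -0.24 for Kcnh2 (standard error 0.774). None passed the thresholds, and their smallest unadjusted p by edgeR was 0.108, for Kcnd3. Kcnk16 did not pass the filter on low counts, and under the looser filter its LFC was 3.13 (standard error 1.23, adjusted p = 0.893 by edgeR). Kcna6 and Kcnd3 overlap noncoding genes, so their counts are uncertain. In the larger batch alone the LFC changed sign for Kcnh6, to -0.16, and for Kcnd1, to -0.41. In the DESeq2 fit of all groups, the LFC was 4.56 for Kcnh6 (adjusted p = 6.97e-11) and -1.64 for Kcnd3 (adjusted p = 0.00924).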

In PEP, we see similar patterns with an upregulation in various K-channels (eg, *Kcnk13, Kcnk16, Kcnj2, Kcnj11, and Kcns3*) and a downregulation in others (*Kcnn2, Kcnj16, and Kcnh2*). This effect is not limited to nociceptor populations. 

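In PEP at 3 days, the LFC was 1.58 for Kcns3 (standard error 1.93), -2.93 for Kcnn2 (standard error 2.27), -3.96 for Kcnj16 (standard error 4.24) and -1.91 for Kcnh2 (standard error 1.38). Kcnk13, Kcnk16, Kcnj2 and Kcnj11 did not pass the filter on low counts, and under the looser filter their LFCs were 5.28, 1.80, 3.75 and 1.94. None of these genes passed the thresholds, and the smallest unadjusted p by edgeR was 0.0319, for Kcnk13. In the larger batch alone, the LFC changed sign for Kcns3, to -0.68, for Kcnn2, which overlaps a noncoding gene, to 0.29, and for Kcnj16, to 1.26. In the DESeq2 fit of all groups, the LFC was 6.54 for Kcnk13 (adjusted p = 2.38e-13), 5.42 for Kcnj2 (adjusted p = 0.000237) and -4.91 for Kcnj16 (adjusted p = 3.99e-05).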

We see further regulation in Aβ-RA + Aδ-LTMRs: 3 days after SNI, *Kcnq5, Kcnk18, Kcnk10,* and *Kcnt1* are all downregulated.

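In Aβ-RA + Aδ-LTMRs at 3 days, Kcnq5, which overlaps a noncoding gene, was at 2.60 ± 3.33 CPM (SD, n = 8) contralaterally and at or under the floor in all 5 ipsilateral samples, at least 13.5-fold lower (adjusted p = 0.334 by edgeR). Only 1 of these 5 samples came from a female, against 4 of the 8 contralateral ones. Kcnk18 did not pass the filter on low counts and was at least 8.18-fold lower, with an adjusted p of 0.359 by edgeR under the looser filter. The LFC was -3.56 (standard error 1.83, adjusted p = 0.883 by edgeR) for Kcnk10 and -1.63 (standard error 0.535, adjusted p = 0.487 by edgeR) for Kcnt1. In the DESeq2 fit of all groups, the adjusted p was 1.00e-05 for Kcnq5, 0.000684 for Kcnk18, 0.0206 for Kcnk10 and 0.0163 for Kcnt1.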

A number of these candidates fit the previous literature. For example, in Aβ-RA + Aδ-LTMRs, *Kcnq5* mediates M currents which have been linked to pain,^56^ *Kcnk18* (TRESK) a 2-pore potassium channel that has been described for its role in migraine as well as DRG hyperexcitability,^82^ and *Kcnt1* (SLACK) has been described in the context of neuropathic pain after SNI.^39^ Most genes are either regulated in the same direction or only regulated in a subset of populations. 

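Among the 33 genes that were DEGs in at least 2 subtypes at 3 days, 0 had opposing directions. General nociceptors and PEP had 0 DEGs and those of C-LTMRs were all up, so few opposing pairs could be found. The 0 therefore does not decide whether changes oppose between subtypes. The number was 154 with edgeR and all samples in 1 fit, 1 with DESeq2 and apeglm within each subtype, and 612 with DESeq2 and all groups in 1 fit. The injury effect of each subtype was also tested against the mean effect of the other 4, in a fit of all 3-day samples (76 samples). It differed by more than the thresholds for 326 genes in general nociceptors, 732 in PEP, 0 in NP, 0 in C-LTMRs and 213 in Aβ-RA + Aδ-LTMRs, and at an unadjusted p under 0.05 for 875 genes in NP and 1067 in C-LTMRs. The numbers in general nociceptors, PEP and Aβ-RA + Aδ-LTMRs did not stand apart from those of splits that exchange sides within animals.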

Even so, over 400 DEGs are regulated in opposing directions, which may provide a unique look at subtype differences after injury (Supplemental Digital Content, Table 14, available at http://links.lww.com/PAIN/B837). For example, *Ints5* is an integrator complex involved in RNA transcription which is upregulated in PEP and general nociceptors while being downregulated in Aβ-RA + Aδ-LTMRs. 

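Ints5 (ENSMUSG00000071652, chromosome 19 from 8893005 to 8897888), which overlaps a predicted gene, was at 4.28 ± 4.61 CPM (SD, n = 8) ipsilaterally and 1.50 ± 1.71 (n = 8) contralaterally in PEP, with 0 to 177 counts per ipsilateral sample. Its LFC was 3.12 (standard error 1.79, adjusted p = 0.917 by edgeR) in PEP, 2.70 (standard error 2.30, adjusted p = 0.999 by edgeR) in general nociceptors and -2.89 (standard error 1.47, adjusted p = 0.876 by edgeR) in Aβ-RA + Aδ-LTMRs. In the larger batch alone it was -0.04 in PEP and -0.35 in general nociceptors. Tested directly over all 3-day samples, the LFC in PEP exceeded that in Aβ-RA + Aδ-LTMRs by 5.35 (standard error 1.88, adjusted p = 0.112 by edgeR).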

The GTP binding protein *Gtpbp1* has been previously implicated in neuronal death through translational regulation.^73^ Here, we see subtype differences in regulation, being upregulated in PEP and Aβ-RA + Aδ-LTMRs but downregulated in general nociceptors (with downward trends in NP and C-LTMRs). 

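Gtpbp1 (ENSMUSG00000042535, chromosome 15 from 79690845 to 79721479), which overlaps a predicted gene, had an LFC at 3 days of 3.74 (standard error 1.77, adjusted p = 0.917 by edgeR) in PEP, 2.81 (standard error 1.13, adjusted p = 0.688 by edgeR) in Aβ-RA + Aδ-LTMRs and -2.80 (standard error 2.14, adjusted p = 0.999 by edgeR) in general nociceptors. It was -0.13 (standard error 0.354, adjusted p = 0.844 by edgeR) in NP and -0.34 in C-LTMRs (standard error 0.560, unadjusted p = 0.549 by edgeR). In the larger batch alone the LFC was 0.42 in PEP and -0.17 in general nociceptors. Tested directly, the LFC in PEP exceeded that in general nociceptors by 6.97 (standard error 2.18, adjusted p = 0.0570 by edgeR), and that in Aβ-RA + Aδ-LTMRs did by 6.96 (standard error 1.80, adjusted p = 0.0309 by edgeR).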

Other genes showing bidirectional regulation include *Rnd1*, or Rho Family GTPase 1, which has been discussed previously for its role in axon outgrowth, whereas *Wnk4* is related to actin cytoskeleton remodelling by Rho GTPases, as well as ion channel regulation.

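Rnd1 (ENSMUSG00000054855, chromosome 15 from 98663421 to 98677461) had an LFC at 3 days of 2.34 (standard error 0.861, adjusted p = 0.608 by edgeR) in Aβ-RA + Aδ-LTMRs, 1.08 (standard error 0.740, adjusted p = 0.917 by edgeR) in PEP and 0.56 (standard error 0.276, adjusted p = 0.182 by edgeR) in NP. In general nociceptors it did not pass the filter on low counts, and under the looser filter the LFC was -1.66 (standard error 2.28, adjusted p = 0.957 by edgeR), or 0.85 in the larger batch alone. Wnk4 (ENSMUSG00000035112, chromosome 11 from 101260567 to 101277409), which overlaps a noncoding gene, had an LFC of 2.46 (standard error 1.06, adjusted p = 0.999 by edgeR) in general nociceptors and -2.34 (standard error 1.53, adjusted p = 0.917 by edgeR) in PEP, and under the looser filter 4.48 (standard error 1.20, adjusted p = 0.270 by edgeR) in Aβ-RA + Aδ-LTMRs. In the larger batch alone its LFC was 0.12 in PEP and 0.52 in general nociceptors. Tested directly, the LFC in Aβ-RA + Aδ-LTMRs exceeded that in PEP by 7.05 for Wnk4 (standard error 1.53, adjusted p = 0.00704 by edgeR) and that in general nociceptors by 5.75 for Rnd1 (standard error 1.47, adjusted p = 0.0287 by edgeR).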

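At 4 weeks, 73 genes were DEGs in at least 1 subtype. The number was 13 DEGs in general nociceptors, 52 in PEP, 0 in NP, 2 in C-LTMRs and 17 in Aβ-RA + Aδ-LTMRs. In NP, 909 genes had an unadjusted p under 0.05, and with animal as a block 24 genes were DEGs. DESeq2 with all groups in 1 fit moved the numbers most, to 1075 genes in any subtype. The change in the injury effect between 3 days and 4 weeks was also tested within each subtype, and it passed the thresholds for 0 genes in general nociceptors, 0 in PEP, 5 in NP, 1 in C-LTMRs and 1 in Aβ-RA + Aδ-LTMRs. At an unadjusted p under 0.05 it did so for 614 genes in general nociceptors and 1078 in PEP.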

At 4 weeks post-SNI, there is a reduced number of DEGs across all subtypes, compared with our 3-day results (Fig. 5B). The most changes are present in Aβ-RA + Aδ-LTMRs (217 DEGs). 

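In Aβ-RA + Aδ-LTMRs at 4 weeks, 17 genes were up and 0 down among 16220 tested. Kcnk16 rose by at least 30.7-fold (adjusted p = 0.000656 by edgeR), and it was at or under the floor in all contralateral samples. DESeq2 gave 58 DEGs without shrinkage and 50 with apeglm, and with all groups in 1 fit 601.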

Nonpeptidergic and peptidergic nociceptors show the next highest number of DEGs, with 25 and 36, respectively (sharing *Cckbr*, *Tubb6*, *Atf3*, *Gpr151*, *Wt1*, *Pde6b*, *Cyp26a1*, and *Cdk6*). 

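PEP and NP shared 0 DEGs at 4 weeks by edgeR. In PEP, Cyp26a1 (ENSMUSG00000024987, chromosome 19 from 37697798 to 37701536) had an LFC of 8.22 (standard error 0.942, adjusted p = 0.000271 by edgeR), Gpr151 of 5.14 (standard error 0.764, adjusted p = 0.00387 by edgeR), Kif22 of 1.98 (standard error 0.197, adjusted p = 8.33e-05 by edgeR), Tubb6 (ENSMUSG00000001473, chromosome 18 from 67390717 to 67402749) of 3.06 (standard error 0.667, adjusted p = 0.0591 by edgeR) and Cdk6 (ENSMUSG00000040274, chromosome 5 from 3341485 to 3531008), which overlaps a noncoding gene, of 2.61 (standard error 0.599, adjusted p = 0.0770 by edgeR). Cckbr and Wt1 (ENSMUSG00000016458, chromosome 2 from 105126529 to 105173616) did not pass the filter on low counts in PEP and rose by at least 166-fold and 31.4-fold, with adjusted p of 0.000189 and 0.00835 by edgeR under the looser filter. In NP, the LFC was 3.97 for Cckbr, 3.03 for Tubb6, 2.73 for Gpr151 and 2.69 for Cdk6, with adjusted p from 0.687 to 0.798 by edgeR. With animal as a block, Tubb6 was a DEG in NP, with an LFC of 2.85 (standard error 0.305, adjusted p = 0.00782 by edgeR). Under the looser filter, Wt1 rose by at least 19.1-fold and Cyp26a1 by at least 14.9-fold in NP, and Pde6b (ENSMUSG00000029491, chromosome 5 from 108388391 to 108432397) had an LFC of 2.97 (standard error 0.748, adjusted p = 0.129 by edgeR) in PEP and 3.43 (standard error 1.31, adjusted p = 0.446 by edgeR) in NP. With DESeq2 and apeglm, PEP and NP shared 8 genes.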

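In general nociceptors at 4 weeks, the DEGs with the smallest adjusted p were Sema6a (ENSMUSG00000019647, chromosome 18 from 47235598 to 47368870), with an LFC of 4.71 (standard error 0.613, adjusted p = 0.00542 by edgeR), Tubb6, with 3.58 (standard error 0.475, adjusted p = 0.00542 by edgeR), and Trp53i11 (ENSMUSG00000068735, chromosome 2 from 93187548 to 93201759), with 4.33 (standard error 0.610, adjusted p = 0.00790 by edgeR). Cckbr had an LFC of 4.84 (standard error 0.828, adjusted p = 0.0268 by edgeR) and Rpl31-ps13 (ENSMUSG00000051723, chromosome 13 from 100415565 to 100415942) of 1.18 (standard error 0.628, adjusted p = 0.848 by edgeR). Ttll10, S100a8, Gata5os, which overlaps Gata5, and Gm47138 did not pass the filter on low counts. Their adjusted p by edgeR under the looser filter were 0.444, 0.359, 0.320 and 0.371. S100a8 rose by at least 34.7-fold in the mean, and it was over the floor in 4 of 8 ipsilateral samples. A single sample held 726 counts, so the mean rests mainly on that sample. All 13 DEGs by edgeR were up.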

Few changes are seen in our general nociceptor population, with only 7 DEGs with a moderated LFC > 1 (*Cckbr*, *Ttll10*, *Phox2b*, *Rpl31-ps13*, *S100a8*, *Gata5os*, and *Gm47138*). 

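In C-LTMRs at 4 weeks, Sprr1a had an LFC of 8.51 (standard error 1.26, adjusted p = 0.0331 by edgeR) and Epb41l3 (ENSMUSG00000024044, chromosome 17 from 69075683 to 69289989) of 1.06 (standard error 0.167, adjusted p = 0.0397 by edgeR). With the animals as a block, neither passed (adjusted p = 0.0837 and 0.143 by edgeR). Nefh (ENSMUSG00000020396, chromosome 11 from 4938754 to 4948064) had an LFC of 3.25 (standard error 0.703, adjusted p = 0.132 by edgeR) and S100b (ENSMUSG00000033208, chromosome 10 from 76253853 to 76261159) of 3.19 (standard error 0.738, adjusted p = 0.146 by edgeR). The hemoglobin gene Hba-a1 and Adtrp did not pass the filter on low counts. Hba-a1 had an LFC of -7.21 (standard error 1.50, adjusted p = 0.126 by edgeR) under the looser filter, and Adtrp rose by at least 5.26-fold (adjusted p = 0.169 by edgeR). Gm35097 has no identifier in the annotation used.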

C-LTMRs also show few changes (5 DEGs), in line with the acute signature (*Hba-a1*, *Nefh*, *S100b*, *Adtrp*, and *Gm35097*). 

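Of the 10 genes that were DEGs in at least 2 subtypes at 4 weeks, 0 had opposing directions. NP had 0 DEGs then, and those of general nociceptors and Aβ-RA + Aδ-LTMRs were all up, which left few opposing pairs to be found. PEP and Aβ-RA + Aδ-LTMRs shared 6 DEGs (Atf3, Flrt3, Gpr151, Npy, Nts and Sprr1a). Rnd1 had an LFC of 2.09 (standard error 0.644, adjusted p = 0.580 by edgeR) in Aβ-RA + Aδ-LTMRs, 1.09 (standard error 0.442, adjusted p = 0.837 by edgeR) in NP, 0.95 (standard error 0.408, adjusted p = 0.378 by edgeR) in PEP and 0.65 (standard error 0.465, adjusted p = 0.642 by edgeR) in C-LTMRs. With DESeq2 and all groups in 1 fit, 109 genes had opposing directions.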

No genes show regulation in opposing directions across subtypes by 4 weeks, although some, such as *Rnd1*, remain regulated.

Many studies highlight cell-type or injury-specific gene regulation mechanisms, as they regulate important mechanisms of neuropathic pain. In addition, they provide possible new avenues to target and modulate neurons in injured states. Our current data set is well suited for these enquires. Across time points, a number of DEGs correspond to transcription factors (“GO:0003700”) or are involved in gene regulation (“GO:0010468”). This includes shared regulators such as *Atf3*, *Hoxa2*, *Twist2*, *Cdk6*, *Prdm10*, and *Trim34b* as well as numerous subtype-specific regulators (Supplemental Digital Content, Tables 16 and 17, available at http://links.lww.com/PAIN/B839, http://links.lww.com/PAIN/B840).

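Over the 10 comparisons of ipsilateral and contralateral samples within a subtype, Atf3 was a DEG in 5 and had an unadjusted p under 0.05 in 10. Cdk6 was a DEG in 1 and had an unadjusted p under 0.05 in 5. Prdm10 was a DEG in 0, with an unadjusted p under 0.05 in 0. Hoxa2, Twist2 and Trim34b did not pass the filter on low counts in any comparison. With DESeq2 and all groups in 1 fit, the number of comparisons in which a gene was a DEG was 8 for Atf3, 4 for Hoxa2, 3 for Cdk6, 2 for Twist2, 2 for Prdm10 and 1 for Trim34b.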

Next, we queried cell type enrichment in our injured samples (Figs. 5E–I, Supplemental Digital Content, Table 18, http://links.lww.com/PAIN/B841). By 4 weeks post-SNI, GSEA enrichment of subpopulation signatures varies from their naïve counterparts, previously discussed in Figure 2. Injured nociceptors and NP nociceptors no longer show clear subpopulation delineations, whereas injured PEP and C-LTMRs both show enrichment for their respective populations. Across all subtypes, there is a positive enrichment in the Aδ-LTMR signature, previously only seen in naïve LTMR samples. Injured Aβ-RA + Aδ-LTMRs also show a new negative enrichment for Aβ-Field and Aβ-SA1-LTMRs.

Using a general injury signature in Figure 4, a subset of samples shared variation in PC2. This eigenvector was also extracted for comparison (Figs. 5J–L). 

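PC2 of the 83 DEGs at 4 weeks held 4.39% of their variance. Ipsilateral Aβ-RA + Aδ-LTMR samples at 4 weeks had a mean PC2 score of 3.40 ± 0.644 (SD, n = 7), against 0.0738 ± 1.37 (n = 31) in the ipsilateral samples of the other 4 subtypes, a difference of 3.33 (2-sided exact permutation test, p = 3.17e-07). Of the 7 samples, 6 scored above all others. Contralateral Aβ-RA + Aδ-LTMR samples at 4 weeks scored 2.40 ± 1.15 (n = 8). With log2 CPM in place of variance-stabilized counts, the difference between ipsilateral samples was 2.01 (exact permutation test, p = 0.00205), and the contralateral mean, 2.72, lay above the ipsilateral mean, 2.12. With the conflicting sample placed at 4 weeks by its label, the difference was 4.665 (exact permutation test, p = 1.79e-07). The ipsilateral mean, 5.01 (n = 8), then lay above the contralateral mean, 1.84 (n = 8).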

Here, this variation is driven by Aβ-RA + Aδ-LTMRs ipsilateral samples, suggesting a distinct injury signature in this population not captured in the other subtypes. Gene loadings for PC2 were extracted and ranked by loading for further analyses (5K), with the top and bottom 25% quartiles extracted for GO analyses. Both “response to stimulus” and “actin filament organization” were upregulated GO terms, whereas “immune response” and “synapse maturation” were downregulated. No GSEA enrichments on ranked loadings were present.

The STRING database was next queried for possible interactions between gene products. 

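In PC2 of the 83 DEGs, Npy had a loading of 0.133 (rank 15), Ucn of 0.0738 (rank 21) and Mbl2 of 0.0581 (rank 26). Car1, Car3, Cbln2, Hrk, Pmaip1 and Uox were not among the DEGs at 4 weeks.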

In the top quartile (41 DEGs), interactions are seen between *Car1-Car3*, *Unc-Npy-Cbln2*, *Hrk-Pmaip1*, and *Uox-Mbl2*. Interactions for the genes with the highest loadings are highlighted in Figure 5L. Neuropeptide Y (*Npy*) and cerebellin-2 (*Cbln2*) have previously been implicated in mechanical hypersensitivity.^63^ *Npy* has also been well documented for its upregulation in large-diameter neurons after injury, which may explain the subtype-specific effect seen here.^79^

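At 4 weeks, Npy was at 282 ± 374 CPM (SD, n = 7) in ipsilateral Aβ-RA + Aδ-LTMR samples, at least 1603-fold the contralateral floor, and at 39.0 ± 49.9 (n = 7) in PEP, at least 211-fold. It was at 45.0 ± 115 (n = 8) in NP, 6.34 ± 9.53 (n = 8) in general nociceptors and 6.16 ± 9.00 (n = 8) in C-LTMRs, with a wide spread between samples in each subtype. The paper proposes that upregulation of Npy in large-diameter neurons may explain the subtype effect.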

### 3.6. Sexual dimorphism in injured states

To see if male and female sensory neurons differ in their maintenance of later neuropathic pain states, we fitted an interaction model for sex and condition (Fig. 6). Acute effects were not studied due to the colinearity of the batch and sex in a subset of the populations. Using this stringent modelling, which requires genes to be regulated in injury, as well as have a differential response to sex, we detected no differences when pooling populations at 4 weeks or when subsetting our data to interrogate within subtype (Fig. 6A). 

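The interaction of sex and injury at 4 weeks was tested over 77 samples with subtype as a term, and within each subtype. The number of DEGs was 0 of 18559 genes tested over all subtypes and 0 in each subtype. An unadjusted p under 0.05 was found for 723 genes over all subtypes, 824 in general nociceptors, 899 in PEP, 370 in NP, 786 in C-LTMRs and 828 in Aβ-RA + Aδ-LTMRs. The alternative that moved the number over all subtypes most was the looser filter, with 88 genes.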

The number of genes with FDR < 0.05 range from 9 (NP) to 212 (Aβ-RA + Aδ-LTMRs), but moderated fold changes centre towards zero, suggesting these result from the high variability in low count genes, instead of biologically meaningful differences.

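With DESeq2 within each subtype, an adjusted p under 0.05 for the interaction was found for 7 genes in general nociceptors, 15 in PEP, 0 in NP, 15 in C-LTMRs and 78 in Aβ-RA + Aδ-LTMRs. After apeglm, 1 gene in general nociceptors, 3 in PEP, 0 in NP, 2 in C-LTMRs and 6 in Aβ-RA + Aδ-LTMRs kept an absolute LFC over 1. From moderated fold changes near 0, the paper proposes that genes with a low FDR result from high variability at low counts.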

**Figure 6.**
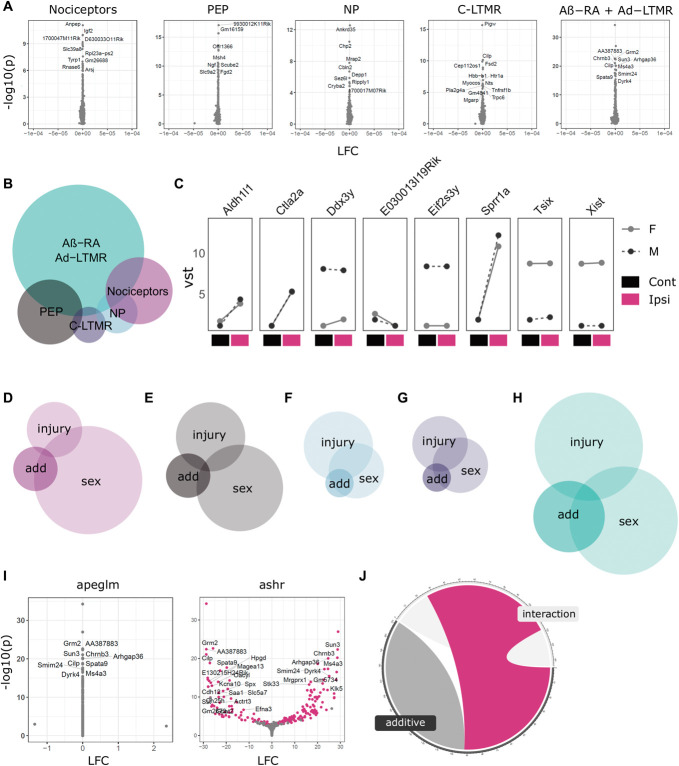
Sexual dimorphism in neuronal subtype injury responses. (A) Transcriptomic analyses in primary afferents reveal no clear interaction of sex and injury 4 weeks after SNI. (B) Euler plot of DEGs using an additive model contrasting sex and injury differences. (C) Line plots of DEGs shared across at least 2 subtypes. (D–H) Across subtypes, DEGs from this additive modelling (“add”) appear to be driven partly by sex differences in basal expression levels (“sex”), as well as some overlap with genes generally regulated in injury (“injury”). (D) General nociceptors. (E) PEP nociceptors. (F) NP nociceptors. (G) C-LTMRs. (H) Aβ-RA + Aδ-LTMRs. (I) Example volcano plots for the interaction of sex and injury for Aβ-RA + Aδ-LTMRs, with *apeglm* and *ashr* shrinkage. (J) 42% of regulated genes are shared across our interaction and additive models (magenta) which are not regulated with *apeglm*. Cont, contralateral; DEGs, differentially expressed genes; Ipsi, ipsilateral; LFC, log_2_ fold changes; LTMR, low-threshold mechanoreceptors; NP, nonpeptidergic; PEP, peptidergic; SNI, spared nerve injury.

By definition, interaction effects are calculated using the reference mean expression from only one sex. This can mask effects in genes which are lowly expressed in one sex during control states. To overcome this, we further explored sexual dimorphism using a more relaxed additive design, subtracting sex, and injury comparisons to pull out sex differences which cannot be explained by the injury effect alone (Figs. 6B–J, Supplemental Digital Content, Table 19, http://links.lww.com/PAIN/B842).

Using this approach a number of DEGs are seen, with the majority in Aβ-RA + Aδ-LTMRs (144 genes), followed by peptidergic nociceptors (41) and general nociceptor (34) populations (Fig. 6B).

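In the additive design, sex and side were fitted to the 4-week samples of each subtype and the effect of injury (ipsilateral over contralateral) was subtracted from the effect of sex (males over females). The number of DEGs was 6 in general nociceptors, 40 in PEP, 7 in NP, 11 in C-LTMRs and 8 in Aβ-RA + Aδ-LTMRs. DESeq2 with ashr moved these numbers most, except in C-LTMRs, and gave 35 in general nociceptors, 146 in PEP, 11 in NP, 90 in C-LTMRs and 159 in Aβ-RA + Aδ-LTMRs. In C-LTMRs leaving out animal E gave 178. Both effects are estimated from the same samples, so the contrast shares its controls with each of them.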

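DEGs of the additive design in at least 2 subtypes numbered 8 by edgeR (Ddx3y, Eif2s3y, Kdm5d, Npy, Sprr1a, Tsix, Uty and Xist). With DESeq2 and ashr they numbered 27.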

Eight genes show regulation in multiple subtypes. This includes a subgroup of sex-linked genes (eg, *Xist*, *Tsix*, and *Kdm5d*), as well as those regulated in injured states, such as *Sprr1a*. 

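For Sprr1a, the adjusted p of the additive contrast by edgeR was 9.43e-06 in PEP, 1.92e-07 in Aβ-RA + Aδ-LTMRs, 0.0798 in C-LTMRs and 0.368 in general nociceptors, with the injury effect the larger. For Kdm5d it was 9.05e-05 in PEP, 0.000176 in general nociceptors, 4.01e-05 in NP, 0.000375 in C-LTMRs and 0.107 in Aβ-RA + Aδ-LTMRs. For Xist it was 1.90e-10 in NP, 4.09e-09 in C-LTMRs and 0.000976 in PEP.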

Only one, *Tsix*, shows regulation across all subtypes, but this does not seem to be a strong interaction of sex and injury (Fig. 6C). 

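The genes that were DEGs of the additive design in all subtypes numbered 5 by edgeR (Ddx3y, Eif2s3y, Tsix, Uty and Xist) and 6 by DESeq2 with ashr. For Tsix, whose counts cannot be told apart from those of Xist, the adjusted p by edgeR was 4.59e-10 in C-LTMRs and 6.93e-05 in general nociceptors.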

Across subtypes, DEGs from this differential response to injury seem to be driven partly by sex differences in basal expression levels, as well as some overlap with genes generally regulated in injury.

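Across the 15200 genes tested in Aβ-RA + Aδ-LTMRs, which are not independent replicates, the LFCs of the additive contrast correlated with those of sex in contralateral samples (Pearson's r of 0.569) and of injury (r of -0.567). Counts simulated without any effect of sex or injury, 20 times, gave a mean r of 0.367 (0.353 to 0.387) with sex and -0.646 (-0.654 to -0.637) with injury, from the shared samples alone.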

Aβ-RA + Aδ-LTMRs show the largest number of DEGs. 

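Of the 8 DEGs of the additive design in Aβ-RA + Aδ-LTMRs, 5 (62.5%) had an adjusted p under 0.05 between males and females in contralateral samples, and 3 (37.5%) after injury at 4 weeks. With DESeq2 and ashr, 7 of 159 (4.40%) and 16 (10.1%) did.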

Here, there is a 32% overlap with significantly regulated genes from naïve male vs female samples and a 12% overlap with genes regulated in an injured state (6H). Together, 40% of DEGs overlap with significantly regulated genes for sex in control samples or injury at 4 weeks, based on an FDR < 0.05. This does not account for fold changes, due to differences in shrinkage methods (*apeglm* vs *ashr*, see Methods).

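By edgeR, all 8 DEGs of the additive design in Aβ-RA + Aδ-LTMRs had an adjusted p under 0.05 for sex or injury, and with DESeq2 and ashr 23 (14.5%) did. In the 20 sets of counts simulated without effects, the additive design gave 0.05 DEGs on average (at most 1), too few for an overlap to be measured. A gene with an effect of sex alone or of injury alone passes this contrast, so overlap with those effects is partly built into it. Counts simulated without effects cannot show that part.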

For example, the cholinergic receptor, *Chrna3* (a common marker of silent nociceptors),^58^ is not sexually dimorphic in naïve states. 

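Chrna3 (ENSMUSG00000032303, chromosome 9 from 55010111 to 55026562) in contralateral Aβ-RA + Aδ-LTMR samples was over the floor in 3 of 8 from females and 1 of 8 from males, with up to 2670 counts in a sample. It did not pass the filter on low counts, and under the looser filter its LFC of males over females was -5.50 (standard error 2.16, adjusted p = 0.301 by edgeR). In the DESeq2 fit of all groups the LFC was -3.44 (adjusted p = 0.0197).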

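In contralateral samples of the larger batch, Chrna3 was at 13.9 ± 22.6 CPM (SD, n = 12) in PEP and 5.27 ± 6.88 (n = 11) in general nociceptors. It was at 11.0 ± 38.2 (n = 16) in Aβ-RA + Aδ-LTMRs, 8.20 ± 13.1 (n = 16) in C-LTMRs and 0.941 ± 1.42 (n = 16) in NP. The differences between PEP, C-LTMRs and Aβ-RA + Aδ-LTMRs were smaller than the spread between samples.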

As expected, it is most highly expressed in PEP samples (Supplemental Digital Content, Table 4, http://links.lww.com/PAIN/B827). It is also upregulated after SNI in Aβ-RA + Aδ-LTMRs at 4 weeks from a low baseline expression. 

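At 4 weeks, Chrna3 had 0 counts in all 8 contralateral Aβ-RA + Aδ-LTMR samples and was at 9.16 ± 13.9 CPM (SD, n = 7) ipsilaterally, over the floor in 4 of 7 samples. The mean rose by at least 52.1-fold. It did not pass the filter on low counts, and its adjusted p under the looser filter was 0.350 by edgeR.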

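At 4 weeks, ipsilateral Chrna3 in Aβ-RA + Aδ-LTMRs was at 11.9 ± 20.1 CPM (SD, n = 3) in females and 7.12 ± 10.2 (n = 4) in males, a difference smaller than the spread between samples. The unadjusted p of the interaction of sex and injury was 0.898 by DESeq2. For the additive contrast, the adjusted p was 0.751 by edgeR and 0.238 by DESeq2 with ashr.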

Its interaction of sex and injury in Aβ-RA + Aδ-LTMRs (Supplemental Digital Content, Table 19, http://links.lww.com/PAIN/B842) suggests caution in its use as a marker in injured states. The functional relevance of this sexual dimorphism also warrants further study. 

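Of the DEGs of the additive design in Aβ-RA + Aδ-LTMRs, those with an adjusted p under 0.05 for the interaction of sex and injury numbered 0 by edgeR, where 828 genes had an unadjusted p under 0.05 for the interaction. With DESeq2 and ashr they numbered 23 (14.5%).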

To see if the difference between our interactive and additive modeling was primarily a caveat of shrinkage priors, our interaction fold changes were recalculated using *ashr*, where 42% of DEGs detected through the additive model overlap (Figs. 6I–J). Shrinkage priors aim to limit noise within a data set, and plotting nontransformed counts for these genes highlights the variability present. 

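Of the 159 DEGs of the additive design by DESeq2 with ashr in Aβ-RA + Aδ-LTMRs, 15 (9.43%) had over 50% of their summed CPM in 1 of the 15 samples, against 3.89% of all genes tested. By edgeR, 1 of 8 DEGs did, and leaving out 1 animal at a time gave 7 to 12 DEGs.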

Some fold changes seem driven by a single sample per condition, whereas others show stronger trends. This highlights how the variability in lowly expressed genes can limit conclusive analyses. Taken together, we interpret this as a lack of strong sexual dimorphism between male and female subtypes specifically in response to injury by 4 weeks. Using a less stringent analysis for sexual dimorphism, we do detect within subtype differences. These are primarily seen in Aβ-RA + Aδ-LTMRs and are partly driven by baseline sex differences at a subpopulation level, which were initially discussed in Figure 3. The variability in low count genes adds noise to these analyses: Even deeper sequencing and in situ validation may still reveal a clearer interaction or lack-there-of between sex and injury.

## 4. Discussion

The availability of transgenic mice paired to advances in low input RNA-seq has allowed deep sequencing of sensory neuron subpopulations after injury. This permits detection of a large number of DEGs not currently possible through traditional sc/snRNA-seq approaches. Building on previously available naïve data from Zheng et al.,^88^ we are able to explore sexual dimorphism in naïve states as well as changes after SNI at 2 time points. We have further probed sexual dimorphism after injury at a subpopulation level.

Together, we see extensive and compelling changes in neuronal gene expression as a consequence of nerve injury. Some of these findings are actionable, by us but also—we hope—by the community as a whole. We have curated our data into an accessible format to encourage exploration and follow-up studies (see: https://livedataoxford.shinyapps.io/drg-directory/).

### 4.1. Injury signatures

Samples cluster primarily by cell type. By collapsing these subtypes, we can extract general injury signatures that mirror injury signatures seen in previous studies.

This general analysis is enriched for sensory neurons. We anticipate this transcriptional signature to be similar to bulk RNA-seq of MACS-purified neurons, where researchers quantified a “nociceptor” transcriptome based on the isolation of small-diameter neurons.^74^ In naïve states, we see many overlapping genes, including key transcription factors they report to be enriched in their “nociceptor” sample. These include *Pou4f2*, *Myt1*, *Ldb2*, *Isl2*, *Bhlha9*, and *Atf3*, which show varying degrees of cell-type specificity in our data. We have built on this with added data after injury, giving insight to possible nociceptor-enriched transcription factors involved in injury. For example, *Isl2* encodes insulin-related protein 2 and is regulated after injury in our data set. It also shows regulation in human patients with diabetic peripheral neuropathy, suggesting cross-species, cross-model target for future experiments.^29^

To probe differences in acute injury and later states, we examined samples at 3 days and 4 weeks. Across ipsilateral samples, we see a reduction in NP and C-LTMR enrichment more chronically. The population data were pooled for GSEA analyses across time points, so changes in gene signatures can be difficult to interpret. For example, if we are working with the assumption that injured NP cells die after SNI, as suggested in West et al. 2020, and hinted at by the loss of IB4-binding terminals after nerve injury in rat,^5^ the ipsilateral NP samples by 4 weeks are likely to contain primarily intact neurons (opposed to cell bodies from transected afferents). The significant reduction of an NP signature over time may thus result from changes in the intact NP neurons, or a bias in the general nociceptor population, which shows enrichment for both PEP and NP nociceptors in a naïve state. C-LTMRs show a similar pattern to NP, although this population remains understudied in comparison with NP nociceptors. Together, this is an interested area for future follow-up, as cell loss has also been documented in human patients with neuropathic pain.^29^ To address this in further detail, and amplify a major strength of the study, subtype-specific analyses were performed.

### 4.2. Subtype-specific injury changes

Previous work has explored injury signatures in whole DRG and single cells.^44^ We are adding a middle ground of “bulk,” subtype-specific population analyses through deep sequencing of neuronal subtypes post-SNI. Deep sequencing allows us to interrogate genes at a larger dynamic range, including lowly expressed genes, and produces an expression matrix that is less sparse than sc/snRNA-seq.

There are likely to be multiple mechanisms, leading to hyperexcitability and pain. Previous work combining computer modelling and experimental manipulations has shown that there may be multiple routes to sensory neuronal hyperexcitability and that normalising any one ion channel conductance may not be sufficient to treat pain.^59^ Moreover, neurons do not exist in a vacuum. Although the current study specifically probes primary afferent transcriptomes, changes in neuronal connectivity as well as glial and immune infiltration/transcriptional changes will be required for a comprehensive understanding. With this, transcriptional changes in neuronal subtypes remain an important piece of the puzzle. Our sequencing depth permits differential expression testing within subpopulations after injury (Figs. 5A–D). All populations show differential gene expression, but this is primarily driven by general nociceptors and PEP at 3 days and Aβ-RA + Aδ-LTMRs at 4 weeks. We see significant upregulation of multiple injury genes and a significant enrichment of a general injury signature in the ipsilateral samples across all subtypes. This suggests the low number of DEGs in other populations is not an artifact of sequencing intact neurons but instead a biologically relevant signature. A number of these DEGs are involved in gene regulation and may be useful targets for genetic manipulation.

In line with previous reports, we also see a reduction in cell-type specificity within our injured samples (Figs. 5E–I).^51,60^ Primarily, we see a reduced signature in general nociceptors, as well as NP nociceptors, whereas PEP nociceptors still show enrichment for PEP, either from the contribution of intact afferents in the samples, or less change in injured cells.

There is an added enrichment for Aδ-LTMRs across all nociceptor subtypes post-SNI, which remains enriched in LTMR populations. The consequence of this is unclear, with multiple, nonmutually exclusive hypotheses available. For example, do nociceptors develop a more LTMR-like signature? Is this driven by a clear subset of genes? Is this signature simply representative of a more general, undefined, or immature sensory neuron? Do Aδ-LTMRs show a more injured phenotype in naïve states? We cannot conclusively exclude this latter possibility, but key injury genes are not present in the gene set curated from Zheng et al.,^88^ and our contralateral *Ntrk2* samples are negatively enriched for our general injury signature at both time points. Together, this suggests they do not show a strong injury phenotype at baseline.^63,79^

### 4.3. Sexual dimorphism

In a naïve state, we see distinct sexual dimorphism across subtypes (Fig. 3). This does not translate to a strong interaction of sex and injury, as the injury response seems to be consistent across sexes (Fig. 6). With baseline differences in gene expression across sexes, a strong interaction with injury is not required for functionally relevant changes in injured states and using an additive model to contrast sex and injury at 4 weeks, we are able to identify possible gene candidates for further validation (Fig. 6).

Proportionally, Aβ-RA + Aδ-LTMRs show the most DEGs here. As a top hit, *Slit3* is an estrogen-sensitive axonal guidance molecule previously discussed in the context of endometriosis and pelvic pain.^26^ Other DEGs include a range of genes involved in inflammation and immune response (eg, *Ifi211*, *Ctla2a*, and *Tlr4*), cholinergic receptors (*Chrna3* and *Chrnb3*), the transcription factor *Neurog3*, and numerous sex-linked genes. The sensitization of primary afferents^55,57^ and higher order circuitry^7^ in a sex-dependant manner has been well established. The lack of a strong dimorphism at the neuronal level seen in the current study suggests that neurons in isolation are not sufficiently sexually dimorphic and likely depend on intercellular (eg, immune^42^) and endocrine (eg, prolactin^14,55,57^ and oestrogen^17,31^) interactions. This fits the previous work in humans, where only minor differences were detected across neuronal subtypes.^72^ Transcriptional differences in control states may still contribute to painful states due to altered immune or glial interactions, baseline excitability, or differences in higher order circuitry. The minor interaction of sex and injury may then act to amplify or suppress some of these signalling pathways and presents an exciting avenue for further study.

### 4.4. Technical limitations

The dissection and dissociation of neurons can be seen as an acute injury model. Moreover, the sensitivity of sensory neurons forces a trade-off between cell health and increased purity when considering increased FACS cycles. We aimed to minimize these confounds through the use of rapid isolations and paired controls. Validation against previously published hallmark genes, as well as gene enrichment sets from prior sequencing experiments gives confidence to our data set.

In addition, these data do not conclusively highlight an interaction of sex and injury within subtypes. The absence of a strong signature fits previous literature, but nuanced changes in lowly expressed genes may still hold biological relevance. Tamoxifen dosing introduces a confound so candidates were validated on naïve, wildtype tissue, and the variability in low count genes makes this difficult to probe with our sequencing depth. Shrinkage methods differ in their LFC estimates at this point, with a conservative shrinkage by *apeglm* showing no changes, whereas a more relaxed shrinkage by *ashr* captures large fold changes, some of which are driven by single samples. To give more confidence to DEGs captured by *ashr*, more stringent filtering and post hoc validation may be warranted to select candidates for external validation.

## 5. Conclusions

Here, we present the deep sequencing of male and female DRG subtypes after SNI as a resource to the field (https://livedataoxford.shinyapps.io/drg-directory/). We show that in addition to stereotyped changes after injury, neuronal populations undergo subpopulation-specific changes at a molecular level and these vary with time. In naïve states, we see subpopulation-specific sexual dimorphism that is retained in injured states. Taken together, these data provide a starting point for future experimentation surrounding subpopulation differences as well as stereotyped changes across time points and highlights the importance of factoring sex into these studies.

## Conflict of interest statement

The authors declare no conflicts of interest relevant to this article. More broadly, D. L. Bennett has acted as a consultant on behalf of Oxford Innovation for Amgen, Biointervene, Bristows, LatigoBio, GSK, Ionis, Lilly, Olipass, Orion, Regeneron, and Theranexus over the past 2 years. He has received research funding from Lilly and AstraZeneca. He has received an industrial partnership grant from the BBSRC and AstraZeneca.

## Appendix A. Supplemental digital content

Supplemental digital content associated with this article can be found online at:http://links.lww.com/PAIN/B823http://links.lww.com/PAIN/B824http://links.lww.com/PAIN/B825http://links.lww.com/PAIN/B826http://links.lww.com/PAIN/B827http://links.lww.com/PAIN/B828http://links.lww.com/PAIN/B829http://links.lww.com/PAIN/B830http://links.lww.com/PAIN/B831http://links.lww.com/PAIN/B832http://links.lww.com/PAIN/B833http://links.lww.com/PAIN/B834http://links.lww.com/PAIN/B835http://links.lww.com/PAIN/B836http://links.lww.com/PAIN/B837http://links.lww.com/PAIN/B838http://links.lww.com/PAIN/B839http://links.lww.com/PAIN/B840http://links.lww.com/PAIN/B841http://links.lww.com/PAIN/B842.

## Supplemental video content

A video abstract associated with this article can be found at: http://links.lww.com/PAIN/B930

## Supplementary Material

SUPPLEMENTARY MATERIAL

# Supplementary material for: Deep RNA-seq of male and female murine sensory neuron subtypes after nerve injury
**Source:** Pain. 2023 Jun 6;164(10):2196–215. doi: 10.1097/j.pain.0000000000002934

Supplemental Figure 1

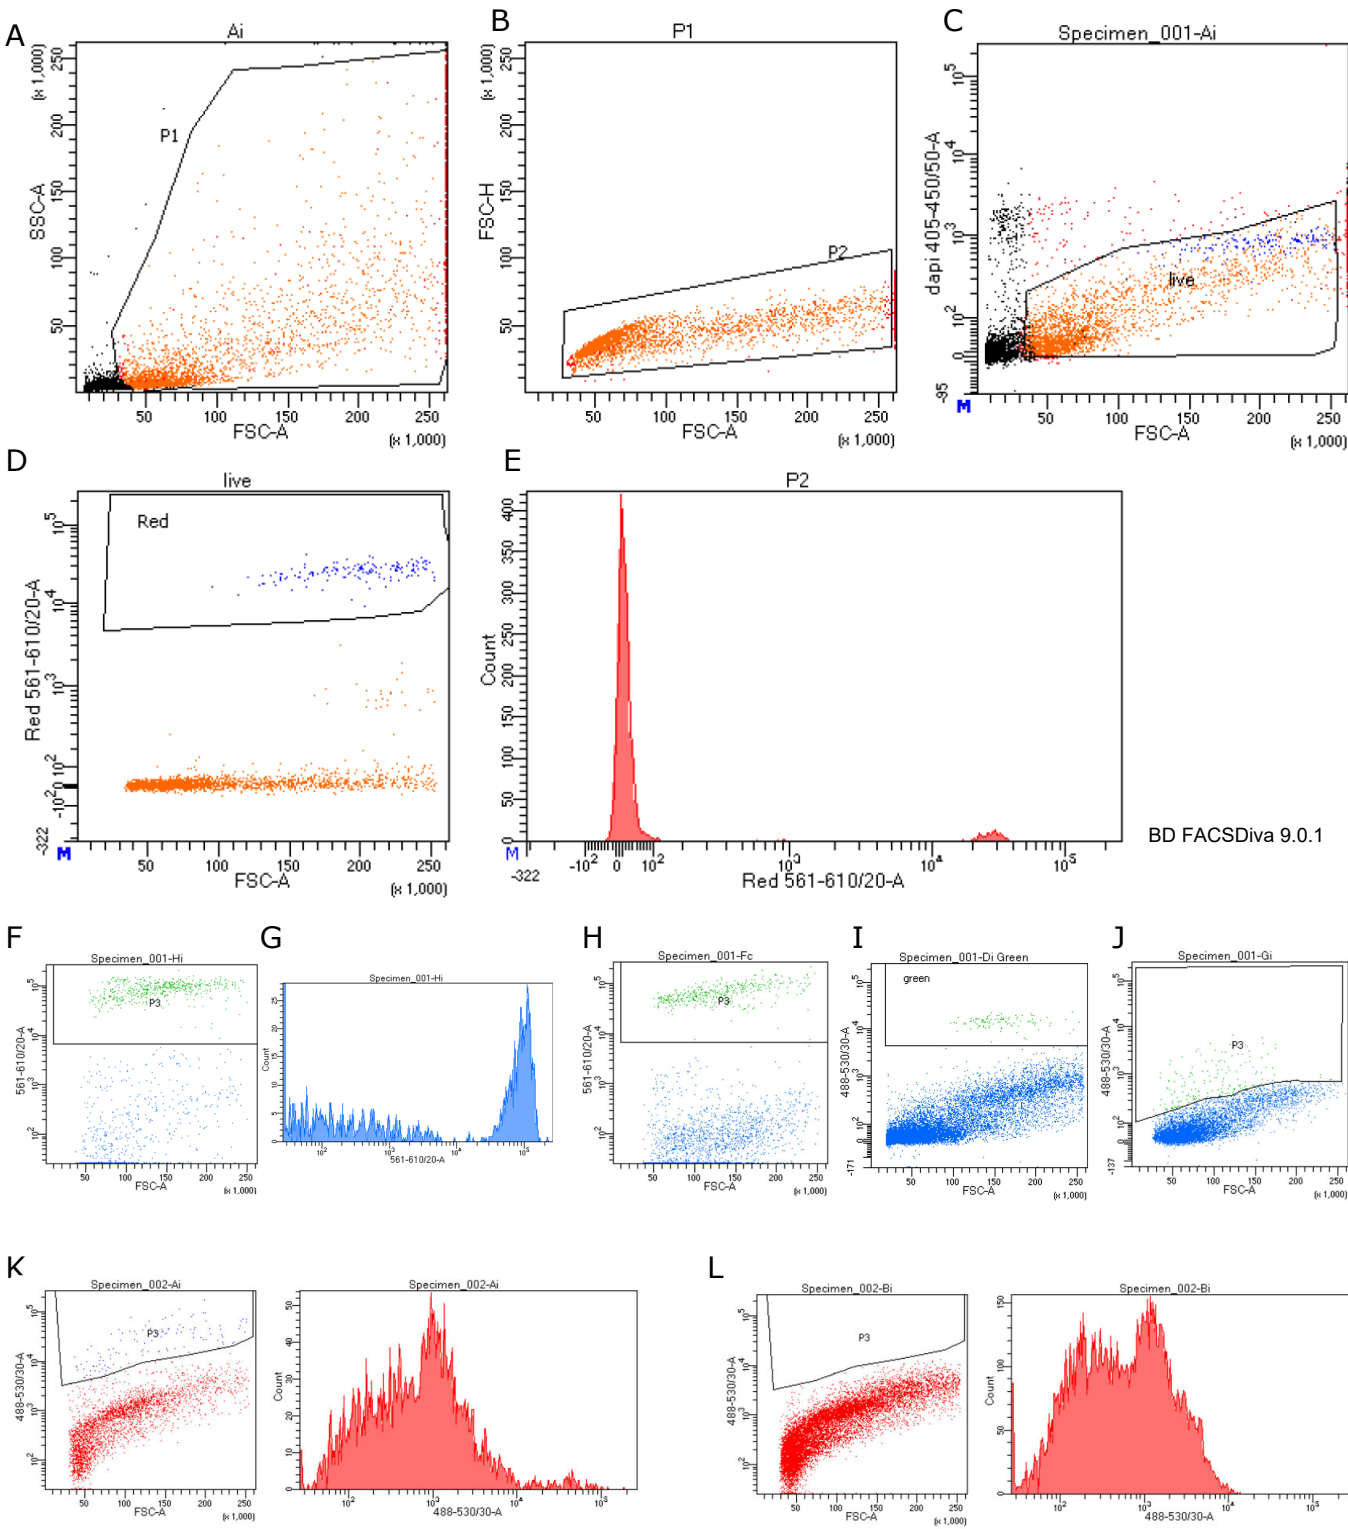

# Supplemental Figure 2

A

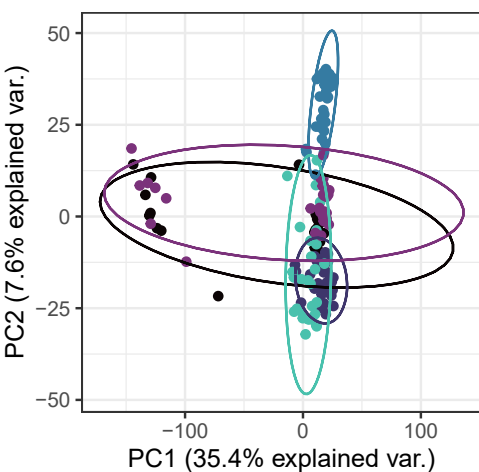

B

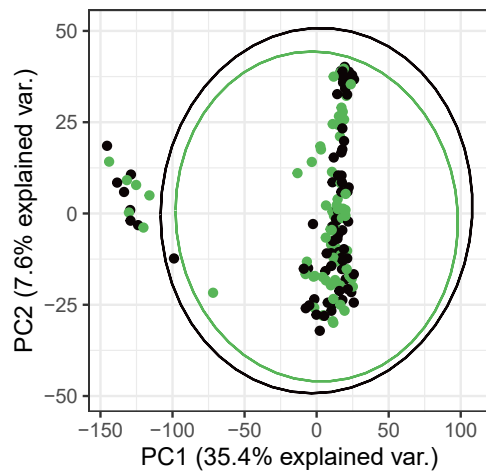

C

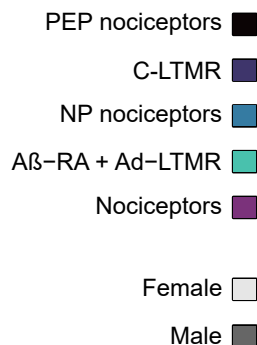

D

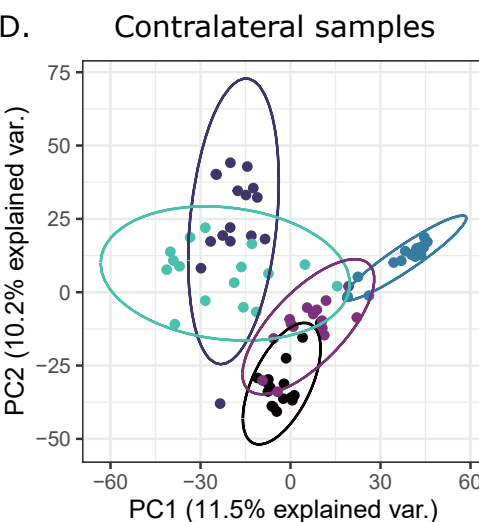

# Supplemental Figure 3

## A Nav1.8 enrichment or depletion (DTA/control) in male mice

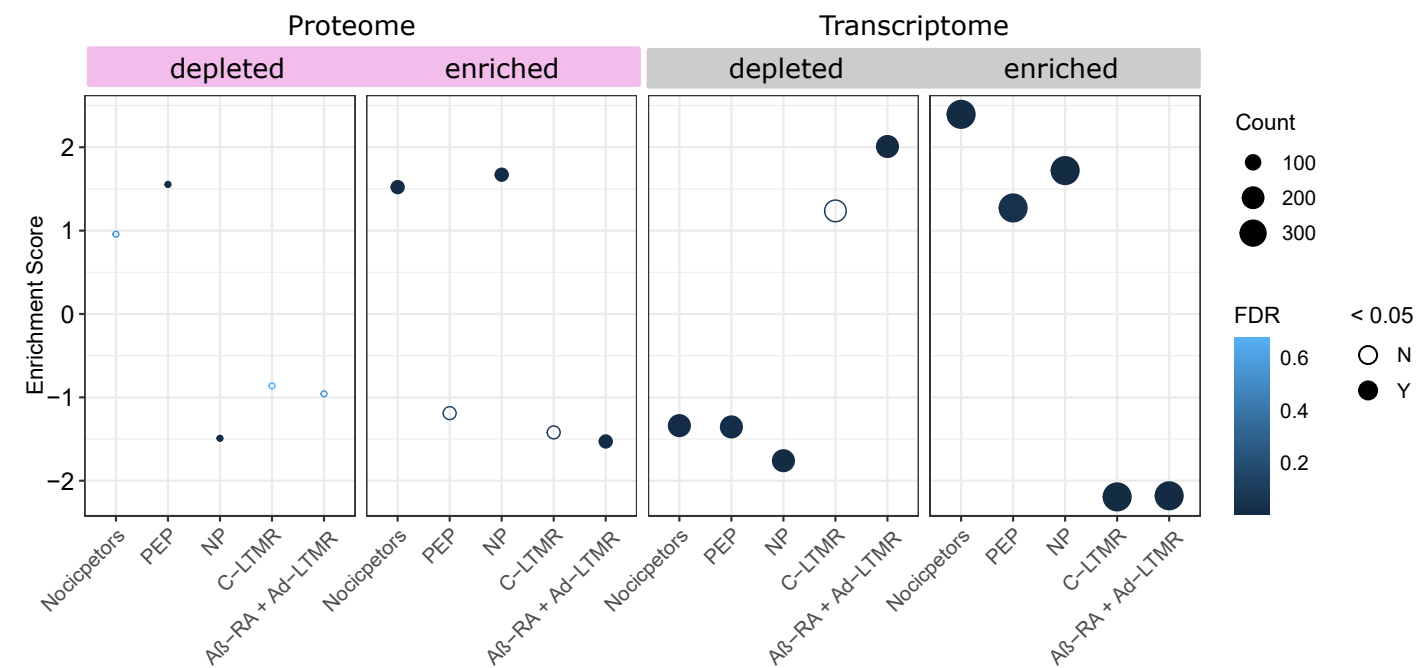

## B

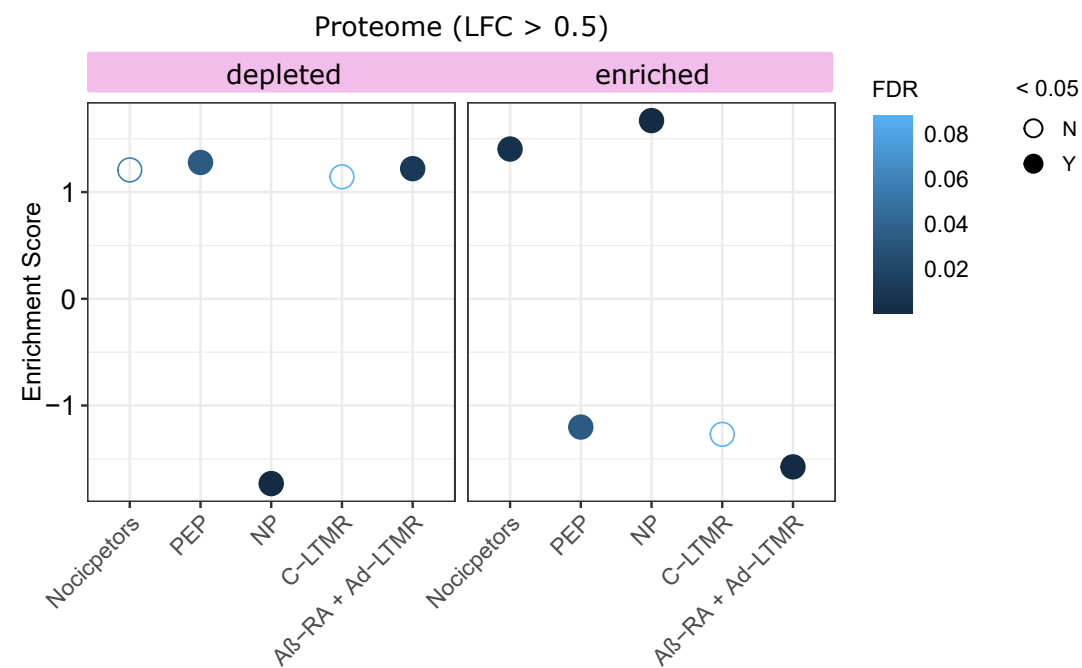

**Supplement:** SUPPLEMENTARY MATERIAL

How the deposited data were processed for this re-analysis (not part of the article)

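The analysis used the deposited table of counts, with 55401 Ensembl genes in 154 samples, each described as 100 sorted DRG neurons, and the sample sheet deposited beside it. According to the authors, the counts were made by alignment with STAR to GRCm38, merging of the sequencing runs of each sample and counting per gene with HTSeq from nondirectional libraries, without normalization, and 6 of 160 samples were removed for low counts or 3' bias. The values are whole numbers with a different total in each sample. Gene symbols, positions and lengths were taken from GENCODE M21, which covers all but 260 of the identifiers (0.00588% of the counts). Genes whose exons overlap those of another gene are reported as uncertain. The sample sheet gives the same sex, side, batch and time point as the sample labels in all 154 samples, and a time point other than the sample title's in 1.

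The samples come from 5 reporter lines, 3 days or 4 weeks after SNI, from females and males, on the ipsilateral and the contralateral side. Samples were grouped by the labels in the deposit. Of 2 ipsilateral Aβ-RA + Aδ-LTMR samples whose title and time label disagree, 1 has counts, and it was used only where time points are pooled and in the alternatives that place it by its label or its title. Depth was 12258782 to 20400681 counts per sample. A gene with 0 counts is compatible with up to 3 counts at a 95% Poisson limit, and this limit was used as the floor. It covers counting error only.

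Calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, apeglm 1.24.0 and ashr 2.2.63. Each comparison was fitted with edgeR's quasi-likelihood pipeline to the samples it is about, with TMM normalization, genes kept by filterByExpr for the groups compared, batch as a term where the samples hold both batches, and Benjamini-Hochberg adjustment over the genes tested. DEGs have an adjusted p under 0.05 and an absolute LFC over 1. LFCs are males over females, ipsilateral over contralateral, 4 weeks over 3 days, and a subtype over the mean of the other 4. Enrichment of a subtype was fitted with batch, sex and time point as terms, where the paper takes genes by their mean variance-stabilized count. The interaction of sex and injury was fitted with sex, side and their product. For the additive design, the paper does not print its contrast, and the injury effect was subtracted from the sex effect.

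These comparisons, their tests and most alternatives were chosen before the data were examined. The alternatives were RLE factors in place of TMM, a stricter filter (at least 10 counts in 50% of the samples compared), a looser filter (a total count of at least 10), DESeq2 without shrinkage and with apeglm or ashr, the animal as a replicate block, batch, subtype or time point dropped or added, 1 batch alone, an edgeR fit of all samples at once, the conflicting sample placed by its label or its title, leaving out each animal or subtype, and for scores log2 CPM in place of variance-stabilized counts and genes chosen without the subtype scored. DESeq2 fits of all groups at once, with ashr and genes with at least 10 counts in at least 3 samples, were chosen after the data were seen, as was the comparison of Atf3 within each batch. Tests of the difference between injury effects, of marker lists and of the shared controls were also chosen after the data were seen.

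The letter in the labels names the animal, so ipsilateral and contralateral samples with the same letter are paired. Within subtype, time point, side and sex, residual profiles of the sides of an animal had a mean correlation of 0.132 over 73 pairs, against -0.0149 for different animals. The animal was therefore tried as a replicate block and not made part of the comparisons reported first.

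Scores of the injury signatures are PC1 and PC2 of the DEGs of each time point over all samples after DESeq2's variance stabilization and limma's batch removal. Principal components of all samples used the 5000 genes with the highest SD, as in the paper, or 500. Groups of fewer than 10 samples were compared by exact Wilcoxon or exact permutation tests, and larger ones by 1e+05 permutations. Identity lists are the up to 100 genes most enriched in a subtype in contralateral samples of the other time point (50 and 200 as alternatives), tested with camera and with fry. Where fewer genes passed the criteria for enrichment, the list holds all of them, as for general nociceptors at 4 weeks, with 9 genes listed and 7 tested in each alternative. Counts of DEGs were compared with those of other splits of the same samples, with at most 100 splits. Marker lists were written from general knowledge of each cell type before they were tested: 9 neuronal, 10 injury, 14 satellite glia and Schwann cell, 12 macrophage, 7 fibroblast, 6 endothelial, 5 red blood cell and 5 neutrophil genes. No gene is on 2 of these lists.

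Genes named in the text are those the paper names for a comparison and up to 3 genes with the smallest adjusted p among its DEGs, a rule set in advance. Members of short overlaps, the other genes with differences between batches and Uba1y were named after their values were seen.

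The fits were tested on simulated counts with the depth and spread of these samples, in which 200 genes were changed by an LFC of 2. By edgeR, 177 of them were found in NP at 3 days (with 3 other genes), 139 in C-LTMRs, 56 in Aβ-RA + Aδ-LTMRs, 12 in PEP and 3 in general nociceptors. DESeq2 found 64 in PEP with 86 other genes, and 50 in general nociceptors with 69. At 4 weeks edgeR found 158 in general nociceptors, 149 in PEP, 167 in NP, 160 in C-LTMRs and 92 in Aβ-RA + Aδ-LTMRs. For the interaction in NP it found 65, and for the additive design 112. Of 200 simulated lists without a change, camera gave an unadjusted p under 0.05 for 1 and fry for 10.

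The gene sets of other studies and databases that the paper compares with, its weighting of hypotheses (IHW), its protein interactions and its GO enrichments were not available here, so results that rest on them are not reported. Samples removed by the authors have no counts and could not be examined.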

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

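The tests of cell type lists, depth, sex and time point for batch 2, of the injury list on its sides and of exchanged sides in NP were chosen only after the results were seen. The tests of abundant genes, GC content, gene length, total counts and other splits were set before their results were seen, as was that of injured RNA in an NP sample.

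The paper reports a batch effect in females of the PEP and general nociceptor lines and includes it in its models. The 15 samples of this batch 2, all at 3 days, carry RNA of other cell types well above batch 1 of the same lines. Each list of marker genes is given by its median log2 difference between the batches. It was 3.64 for satellite glia and Schwann cells (13 of 14 genes higher), 10.09 for macrophages (12 of 12), 9.02 for fibroblasts (7 of 7) and 3.50 for endothelium (6 of 6). The neuronal list was at -8.66 (9 of 9 lower), the injury list at -3.43, neutrophils at 0.17 and red blood cells at -0.51. With genes at the floor set to their bound, the injury list was at -3.17 and neutrophils at 0.17. Mean levels in batch 2 against batch 1 were 20740.0 against 1726 CPM for Apoe, 20500.0 against 109 for Dcn, 1848 against 0.241 for Lyz2 and 90.6 against 2651 for Tubb3. In the 139 samples of batch 1, 12 genes of the glial list had a median over 1 CPM, 1 of the macrophage, 2 of the fibroblast, 0 of the endothelial, 9 of the neuronal, 8 of the injury, 0 of the neutrophil and 0 of the red blood cell list.

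Several technical explanations are argued against by the tables. Sequencing depth alone would leave samples of similar depth alike, but in the 11 samples of batch 2 with totals in the range of batch 1 the neuronal list was at -9.08. A few genes taking most of the counts would lower the rest alike, but without the 10 most abundant genes of each sample the list was at -7.70, and these genes held a median of 16.0% of counts in batch 2 and 10.5% in batch 1. After a trend on GC content and gene length was removed, 96.3% of the genes that differ between batches kept a log2 difference over 1. A lower neuronal share that raises every other cell type alike is argued against by medians of the glial, macrophage, fibroblast and endothelial lists, which differ by up to 6.59. Sex and time point as such are argued against by the neuronal list within batch 1, where females and males at 4 weeks differed by 0.0200 and 3 days and 4 weeks in males by 0.0595. What stays open is RNA or cells of other types in the sorted samples, in unequal proportions, for which the loss of the neuronal list (-8.66) is what it predicts and makes it a candidate explanation. A difference particular to females of these lines at 3 days was not tested, because batch and sex cannot be told apart there.

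The injury effect at 3 days differed between the batches for 49 genes in general nociceptors and 86 in PEP by an interaction term in edgeR (1 of 35 and 1 of 35 splits of the animals gave as many). Splits that permute batch leave the batch effect as noise, so they do not decide whether these numbers exceed chance. Batch is also sex in these samples, so the effects of batch and of sex cannot be told apart. In NP and C-LTMRs, where both sexes are in batch 1, the interaction of sex and injury at 3 days gave 0 genes in NP (894 with an unadjusted p under 0.05, 56 of 56 splits as many) and 0 in C-LTMRs (260, 35 of 35 splits). Atf3 was found on both sides in batch 2. The injury list was higher ipsilaterally there by a median of 1.19 (1.82 with genes at the floor at their bound), against 3.18 in batch 1. The neuronal list was higher on that side by 2.43, so the injury list does not decide whether sides were exchanged. Contralateral samples of batch 2 had the injury list at -5.96 relative to ipsilateral ones of batch 1 (-5.48 at the bound). Little neuronal RNA in batch 2 lowers this value whatever the injury, so a response on both sides stays open. Atf3 from other cells than neurons was not tested.

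The injury effect differed between 3 days and 4 weeks for 5 genes in NP, 1 in C-LTMRs and 1 in Aβ-RA + Aδ-LTMRs by an interaction term in edgeR. In NP these were Wfdc3, Cavin3, Ptpn1 and Gm45667, with smaller effects at 4 weeks, and 1700023F06Rik, with a larger effect (adjusted p from 0.00776 to 0.0337 by edgeR). In C-LTMRs it was Htr7 and in Aβ-RA + Aδ-LTMRs Cpe (adjusted p = 0.0487 and 0.0341 by edgeR, both with larger effects at 4 weeks). The genes are named after their values were seen, and Cavin3 and Gm45667 overlap each other, so their counts are uncertain. As many genes were found in 4 of 40 splits that exchange sides within animals for NP, 2 of 40 for C-LTMRs and 3 of 40 for Aβ-RA + Aδ-LTMRs, so each number is one that the splits reach in at least 1 of 20 cases. In general nociceptors and PEP the number was 0 (614 and 1078 with an unadjusted p under 0.05), in 40 of 40 and 40 of 40 splits. A biological difference between time points stays open and technical causes for these genes were not tested.

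The injury effect of a subtype differed from the mean of the other 4 at 3 days for 326 genes in general nociceptors, 732 in PEP and 213 in Aβ-RA + Aδ-LTMRs. Splits that exchange sides within animals gave as many in 20 of 30, 4 of 30 and 9 of 30 cases, so none of these numbers stands apart from the splits. In NP and C-LTMRs the number was 0 (875 and 1067 with an unadjusted p under 0.05), reached by 30 of 30 and 30 of 30 splits. At 4 weeks the number was 30 in C-LTMRs (1 of 30 splits) and 284 in Aβ-RA + Aδ-LTMRs (2 of 30 splits), so the number in C-LTMRs stands apart from the splits and that in Aβ-RA + Aδ-LTMRs does not. In general nociceptors, PEP and NP it was 0 at 4 weeks (448, 1672 and 889 with an unadjusted p under 0.05), in 30 of 30, 30 of 30 and 30 of 30 splits. Between subtypes at 4 weeks, a difference in biology stays open, and a technical cause was not tested.

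In 80 groups of 4 to 10 samples, 12 values from 10 samples lay far from the rest of their group by Dixon's test, where chance gives about 4 (about 1 in 20 groups). The total of ipsilateral NP animal D at 3 days was the highest of its group, at 18881800 (nearest 16169500). Genes with at least 10 counts were fewest in ipsilateral Aβ-RA + Aδ-LTMRs animal D at 3 days, 11014 (nearest 15237), and animal G at 4 weeks, 13599 (nearest 15896). At 4 weeks the same held for contralateral C-LTMR animal G, 14553 (nearest 15869), contralateral general nociceptor animal C, 15643 (nearest 16484), ipsilateral general nociceptor animal A, 15850 (nearest 16638), and ipsilateral PEP animal C, 12321 (nearest 16255). The neuronal list was highest in ipsilateral NP animal B at 3 days, with a mean of 10.35 log2 CPM (nearest 10.24). The score on the 3-day signature was lowest in contralateral general nociceptor animal C, -8.94 (nearest -5.76), and ipsilateral PEP animal C, -9.62 (nearest 4.16), both at 4 weeks. It was highest in contralateral NP animals E of both time points, 6.03 (nearest -7.83) at 3 days and 0.736 (nearest -5.07) at 4 weeks. Few counts are argued against as a common cause, since 2 of the 11 values other than the total come from the sample with the lowest total of its group. The sexes and time points of these samples differ, and no biological explanation was tested for them.

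For the contralateral NP sample of animal E at 3 days, exchanged sides are argued against because the ipsilateral sample of the same animal scored 19.6 above the highest of the other contralateral samples. Of the genes called without animal E, 936 are higher and 146 lower after injury. In this sample they lay at a median of 0.380 and 0.419 of the way from the contralateral to the ipsilateral mean. The 7 other contralateral samples reached at most 0.00345 and 0.359, so the genes that are lower set it little apart. RNA of injured neurons in this sample is therefore a candidate explanation, and a response on the contralateral side of this animal, which would give the same values, stays open as untested. Without animal E, the injury DEGs of NP at 3 days rose from 888 to 1082.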

How the results depend on the processing

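The DESeq2 fits of all groups at once, the comparison of Atf3 within each batch and the comparison of genes tested under the looser filter were chosen only after the results were seen. Leaving out animals apart, each of 253 results was recomputed under its alternatives, which makes 1584 pairs of a result and an alternative. In 1324 of these the result kept its direction and its side of the threshold, or for a number of genes stayed within 1.5 times. Of the others, 48 fell short of the threshold, 106 were numbers of genes that moved further, 3 changed direction and the rest newly passed the threshold. Single genes named in the text account for 1205 of the pairs, of which 1066 stayed the same in this sense, 36 became weaker and the rest stronger.

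The numbers that follow are to be read against those of edgeR within each comparison. These were 6 in general nociceptors, 5 in PEP, 6 in NP, 7 in C-LTMRs and 6 in Aβ-RA + Aδ-LTMRs for sex. For injury at 3 days they were 0 in general nociceptors (251 with an unadjusted p under 0.05), 0 in PEP (488 with an unadjusted p under 0.05), 888 in NP, 29 in C-LTMRs and 13 in Aβ-RA + Aδ-LTMRs. At 4 weeks they were 13 in general nociceptors, 52 in PEP, 0 in NP (909 with an unadjusted p under 0.05), 2 in C-LTMRs and 17 in Aβ-RA + Aδ-LTMRs. The additive design gave 6 in general nociceptors, 40 in PEP, 7 in NP, 11 in C-LTMRs and 8 in Aβ-RA + Aδ-LTMRs. Over all subtypes, injury gave 156 at 3 days and 83 at 4 weeks, and the ipsilateral time points differed in 51. The interaction of sex and injury gave 0 in each subtype and over all of them (723 with an unadjusted p under 0.05 over all).

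The counts of results by alternative in this and the next paragraphs cover numbers of genes and scores, and leave out single genes. For numbers of genes enriched in subtypes, 22 of 24 pairs of a result and an alternative stayed the same and 2 moved further. RLE factors left 29 of 30 results the same, and the exception was injury at 3 days in Aβ-RA + Aδ-LTMRs with 6 DEGs (the cause was not tested). The sample with conflicting time labels changed 0 of 8 results when placed by its label and 0 of 8 when placed by its title. Of single genes, Npy and Ntrk2 between ipsilateral time points no longer passed when it was placed by its title. Log2 CPM in place of variance-stabilized counts left 27 of 27 the same, signature genes taken from DESeq2 with apeglm 25 of 25, and the time point as a term 5 of 5. The nearest neighbours of samples were of their own subtype as often, within the spread, with 500 genes, without batch removal and with log2 CPM.

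DESeq2 without shrinkage left 7 of 25 results the same and gave 23 in general nociceptors, 9 in PEP, 19 in C-LTMRs and 17 in Aβ-RA + Aδ-LTMRs for sex. For injury it gave 49 in general nociceptors, 388 in PEP, 57 in C-LTMRs and 129 in Aβ-RA + Aδ-LTMRs at 3 days, and 74 in general nociceptors, 172 in PEP, 21 in NP, 89 in C-LTMRs and 58 in Aβ-RA + Aδ-LTMRs at 4 weeks. The ipsilateral time points then differed in 106 genes, and the interaction of sex and injury gave 7 in general nociceptors, 15 in PEP, 15 in C-LTMRs and 78 in Aβ-RA + Aδ-LTMRs. With apeglm, 7 of 24 results were the same. The numbers were 14 in general nociceptors, 15 in C-LTMRs and 11 in Aβ-RA + Aδ-LTMRs for sex, 14 in general nociceptors, 66 in PEP, 56 in C-LTMRs and 71 in Aβ-RA + Aδ-LTMRs for injury at 3 days, and 63 in general nociceptors, 134 in PEP, 21 in NP, 73 in C-LTMRs and 50 in Aβ-RA + Aδ-LTMRs at 4 weeks. Between ipsilateral time points apeglm left 77 genes, and for the interaction 1 in general nociceptors, 3 in PEP, 2 in C-LTMRs and 6 in Aβ-RA + Aδ-LTMRs. With ashr, the additive design gave 35 in general nociceptors, 146 in PEP, 11 in NP, 90 in C-LTMRs and 159 in Aβ-RA + Aδ-LTMRs, and 0 of 5 of these were the same. For each of these changes between tools the cause was not tested.

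Fits of many groups at once share 1 estimate of the spread per gene among them. The edgeR fit of all samples left 1 of 10 results the same. It gave 1755 in general nociceptors, 2368 in PEP, 197 in NP, 121 in C-LTMRs and 998 in Aβ-RA + Aδ-LTMRs for injury at 3 days, and 0 in general nociceptors (715 with an unadjusted p under 0.05), 24 in NP, 4 in C-LTMRs and 483 in Aβ-RA + Aδ-LTMRs at 4 weeks. The DESeq2 fit of all groups left 0 of 18 the same, with 508 in general nociceptors, 333 in PEP, 116 in NP, 118 in C-LTMRs and 686 in Aβ-RA + Aδ-LTMRs for sex. For injury it gave 2735 in general nociceptors, 3345 in PEP, 427 in NP, 270 in C-LTMRs and 1292 in Aβ-RA + Aδ-LTMRs at 3 days, and 162 in general nociceptors, 233 in PEP, 302 in NP, 138 in C-LTMRs and 601 in Aβ-RA + Aδ-LTMRs at 4 weeks. Over all subtypes it gave 512 genes at 3 days, 232 at 4 weeks and 139 between ipsilateral time points. Without the samples of batch 2, the same fit gave 152 in general nociceptors, 228 in PEP, 478 in NP, 217 in C-LTMRs and 1649 in Aβ-RA + Aδ-LTMRs at 3 days. Leaving out batch 2 therefore lowered the numbers in general nociceptors, PEP and C-LTMRs and raised those in NP and Aβ-RA + Aδ-LTMRs. The rest of the cause was not tested.

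The stricter filter left 26 of 31 results the same and lowered the numbers to 2 sex DEGs in general nociceptors and 6 injury DEGs at 4 weeks in Aβ-RA + Aδ-LTMRs. For the additive design they fell to 2 in general nociceptors, 24 in PEP and 3 in Aβ-RA + Aδ-LTMRs. This filter tests fewer genes by construction. The looser filter left 13 of 24 the same and gave 1 in PEP, 1342 in NP, 46 in C-LTMRs and 7 in Aβ-RA + Aδ-LTMRs for injury at 3 days, and 20 in general nociceptors, 86 in PEP and 1 in C-LTMRs at 4 weeks. Over all subtypes it gave 2447 genes at 3 days, 2133 at 4 weeks, 1894 between ipsilateral time points and 88 for the interaction of sex and injury. Of these, 2220, 2004, 1772 and 87 are genes that filterByExpr leaves untested for low counts. Within NP at 3 days 499 genes were of this kind. Where the looser filter lowered a number, the cause was not tested.

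Taking the animal as a replicate block left 21 of 28 results the same. Injury DEGs then numbered 1 in Aβ-RA + Aδ-LTMRs at 3 days, and 24 in PEP, 24 in NP, 0 in C-LTMRs (2203 with an unadjusted p under 0.05) and 9 in Aβ-RA + Aδ-LTMRs at 4 weeks. Over all subtypes at 4 weeks the replicate block gave 152 genes, and subtype as a term 159. Unpaired samples add nothing to a fit with the block, and the cause was not tested beyond that. Without a batch term, sex DEGs of PEP rose to 457, since batch 2 holds females alone. With batch 1 alone, injury DEGs at 3 days numbered 1 in general nociceptors, 263 in PEP and 277 over all subtypes, and 110 genes differed between ipsilateral time points. With batch 2 alone they numbered 0 in general nociceptors (399 with an unadjusted p under 0.05) and 0 in PEP (378). Atf3 was higher ipsilaterally by 4.07 (log2) within batch 1 (p = 1e-05, the smallest that the permutations can give) and by 0.27 within batch 2 (permutation p = 0.658, n = 7 and 8). Of the subtypes, leaving out NP lowered the genes over all subtypes to 51 at 3 days and 52 at 4 weeks, and leaving out general nociceptors lowered those at 4 weeks to 54. These fits hold fewer samples. At 4 weeks every sample is in batch 1, so this alternative has no value of its own there, and the additive design cannot be fitted with the animal as a block, which absorbs sex.

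With genes chosen without the subtype that is scored, 23 of 25 results of the signature scores were the same. In Aβ-RA + Aδ-LTMRs, the difference between ipsilateral time points in the 3-day signature went from -1.13 (adjusted p = 0.579 by exact Wilcoxon test, n = 7 and 5) to 0.468 (adjusted p = 0.797, range over its alternatives 0.494 to 0.797). The ipsilateral rise of the 4-week signature at 3 days, 7.69 with an adjusted p of 0.00712 by exact Wilcoxon test (n = 5 and 8), became 8.34 with an adjusted p of 0.0674 (range 0.00399 to 0.0674). The cause was not tested.

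Identity lists of subtypes depended on the test and on the number of genes. At 3 days the adjusted p in PEP (median LFC -0.35, 33 of 53 genes lower) ranged from 0.00869 to 0.136 over its alternatives, with 0.115 for 200 genes and 0.136 under fry. In Aβ-RA + Aδ-LTMRs (median LFC 0.26, 37 of 80 lower) it ranged from 0.0358 to 0.731, with 0.283 for 50 genes, 0.119 for 200 and 0.731 under fry. In C-LTMRs the list changed direction with 50 genes (adjusted p = 0.899 by camera, median LFC -0.14) and with the replicate block (adjusted p = 0.224 by camera, median LFC -0.07), and it passed the threshold in none of its settings. At 4 weeks fry gave 0.0991 in PEP (range over the alternatives 0.000233 to 0.0991), 0.252 in NP (3.96e-08 to 0.252), 0.136 in C-LTMRs (3.04e-08 to 0.136) and 0.731 in Aβ-RA + Aδ-LTMRs (4.53e-06 to 0.731), and in the last 50 genes gave 0.671. Camera compares a list with the other genes tested and presets the correlation between genes. Fry tests the list on its own and estimates that correlation, so the tests differ by construction. A p by camera therefore does not show by itself that a list fell. With 200 genes in PEP at 3 days, camera gave the direction as lower while the mean LFC was 0.19 and the median -0.14. Why the number of genes matters was not tested.

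Leaving out 1 animal or contralateral sample at a time gave 1059 further values, of which 973 stayed the same, 30 became weaker, 6 stronger and 50 moved. Sex DEGs kept within 5 to 6 in general nociceptors, 5 to 6 in PEP, 6 to 7 in NP, 7 to 8 in C-LTMRs and 6 to 7 in Aβ-RA + Aδ-LTMRs. Injury DEGs at 3 days ranged from 749 to 1082 in NP, 15 to 49 in C-LTMRs (lowest without animal B, highest without E), 2 to 36 in Aβ-RA + Aδ-LTMRs (without E and D), 0 to 0 in general nociceptors and 0 to 1 in PEP (1 without A). At 4 weeks they ranged from 3 to 35 in general nociceptors (without B and A), 27 to 137 in PEP (without E and C), 0 to 0 in NP, 0 to 6 in C-LTMRs (6 without E, 0 without A, B, C, D, F or G) and 9 to 28 in Aβ-RA + Aδ-LTMRs (without F and D). The additive design ranged from 6 to 8 in general nociceptors, 11 to 79 in PEP (without G and C), 6 to 9 in NP, 8 to 178 in C-LTMRs (178 without E) and 7 to 12 in Aβ-RA + Aδ-LTMRs. The interaction of sex and injury ranged from 0 to 1 in general nociceptors (1 without C), 0 to 21 in PEP (21 without B), and 0 to 0 in NP, C-LTMRs and Aβ-RA + Aδ-LTMRs. Animal C of PEP at 4 weeks and animal D of Aβ-RA + Aδ-LTMRs at 3 days have ipsilateral samples with fewer genes detected than the others of their groups.

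Depth sets a floor of 0.147 to 0.245 CPM, depending on the sample. Genes under it in a group have lower bounds in place of fold changes, and genes that filterByExpr leaves out for low counts were tested under the looser filter and, in part, in the DESeq2 fit of all groups.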

Differences from the paper's values

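The DESeq2 fits of all groups were chosen only after the results were seen, and the other settings named here were set before the data were examined. Values are taken to differ when they lie further apart than the error and 1 is more than 1.5 times the other.

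Between the sexes, the paper gives 202 DEGs in Aβ-RA + Aδ-LTMRs, against 6 by edgeR. The alternatives gave 6 to 17, so none of the alternatives set before the data were examined closed the gap, and the DESeq2 fit of all groups gave 686, which differs as well. The paper's number of populations in which Gm29650 passes both thresholds is 4, against 0 here, where filterByExpr leaves the gene untested. The looser filter gave 1 and the other alternatives set before the data were examined 0, none of which closes the gap, while the DESeq2 fit of all groups, chosen after seeing the values, gave 4. Sex DEGs found in a single population number about 9 in general nociceptors, about 1 in PEP, about 4 in NP and about 10 in C-LTMRs in the paper's Fig. 3B, read by eye. By edgeR they were 0, 0, 0 and 1 (201, 130, 723 and 1232 genes with an unadjusted p under 0.05). With DESeq2 and apeglm they were 9 and 9 in general nociceptors and C-LTMRs, which no longer differ, and 2 and 2 in PEP and NP, which still do. None of these 4 gaps was closed by the DESeq2 fit of all groups (459, 275, 63 and 62).

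Over all subtypes, the paper has 521 injury DEGs at 3 days, against 156 by edgeR. The alternatives ranged from 51 to 2447 and none of the alternatives set before the data were examined closed the gap, but the DESeq2 fit of all groups, chosen after seeing the values, did with 512. For 4 weeks, the paper's 162 stand against 83. The replicate block (152) and subtype as a term (159) closed this gap, and the other alternatives (52 to 2133) did not. With 232, the DESeq2 fit of all groups, chosen after seeing the values, no longer differs. Genes shared by both time points are 96 in the paper and 46 here. DESeq2 without shrinkage (61) and with apeglm (55) left the gap open, whereas the DESeq2 fit of all groups, chosen after seeing the values, closed it with 122.

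Within subtypes at 3 days, the paper's 2620 injury DEGs of general nociceptors stand against 0 by edgeR (251 with an unadjusted p under 0.05). The edgeR fit of all samples closed the gap with 1755, and the other alternatives set before the data were examined (0 to 49) did not. It was also closed by the DESeq2 fit of all groups, chosen after seeing the values, with 2735, but not without batch 2 (152). For PEP the paper's 3270 stand against 0 (488 with an unadjusted p under 0.05). Here too the edgeR fit of all samples closed the gap with 2368 and the other alternatives (0 to 388) did not. The DESeq2 fit of all groups, chosen after seeing the values, gave 3345, and without batch 2 228, which differs. For NP, the paper's 179 are fewer than the 888 here. The edgeR fit of all samples closed the gap with 197, and the other alternatives (703 to 1342) and the DESeq2 fits of all groups with and without batch 2 (427 and 478) did not. In Aβ-RA + Aδ-LTMRs the paper has 640 and edgeR 13. The alternatives ranged from 1 to 998, with 998 in the edgeR fit of all samples, and none of the alternatives set before the data were examined closed the gap. Neither did the DESeq2 fits of all groups (1292, and 1649 without batch 2). DEGs in any subtype at 3 days are over 5000 in the paper and 893 here. With the edgeR fit of all samples (4834) this no longer differs, with DESeq2 without shrinkage (1360) or with apeglm (804) it does, and the DESeq2 fit of all groups, chosen after seeing the values, closed it with 6561. In opposing directions the paper counts over 400 of them, against 0 here among DEGs. With 0 DEGs in general nociceptors and PEP, no gene could oppose between either of them and another subtype. The edgeR fit of all samples (154), DESeq2 without shrinkage (4) and with apeglm (1) all differ. The DESeq2 fit of all groups, chosen after seeing the values, gave 612, which is compatible with the paper's lower bound.

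Injury DEGs at 4 weeks in Aβ-RA + Aδ-LTMRs are 217 in the paper and 17 here. The alternatives ranged from 6 to 483, none of the alternatives set before the data were examined closed the gap, and the DESeq2 fit of all groups (601) did not either. In NP the paper has 25, against 0 by edgeR (909 with an unadjusted p under 0.05). DESeq2 without shrinkage (21), DESeq2 with apeglm (21), the replicate block (24) and the edgeR fit of all samples (24) closed the gap. RLE factors and the looser and stricter filters (0 each) did not, nor did the DESeq2 fit of all groups (302). In general nociceptors the paper's 7 are fewer than the 13 here. The alternatives ranged from 0 to 74 and none of the alternatives set before the data were examined closed the gap, except that leaving out animal D gave 6 and leaving out animal G 5. A value of 162 in the DESeq2 fit of all groups differs too. In C-LTMRs the paper has 5 and edgeR 2. The edgeR fit of all samples closed the gap with 4, as did leaving out animal E (6) or animal H (4). RLE factors (2), the looser filter (1), the stricter filter (2), the replicate block (0), DESeq2 without shrinkage (89) or with apeglm (73) and the DESeq2 fit of all groups (138) did not.

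For the fall of the 3-day signature between ipsilateral time points, the paper's adjusted p is 0.00185 in NP, against 0.00466 by exact Wilcoxon test (n = 8 and 8, where it fell by 18.2). The alternatives gave 0.00466 to 0.00895 and none of the alternatives set before the data were examined closed the gap. In C-LTMRs the paper has 0.00995 and the exact test 0.0185 (n = 8 and 8, where it fell by 6.94). Log2 CPM closed this gap with 0.0137 (exact), and signature genes from DESeq2 with apeglm (0.0194, exact) or without the scored subtype (0.0257, exact) did not.

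Genes with an FDR under 0.05 for the interaction of sex and injury are 9 in the paper for NP, against 0 here (370 with an unadjusted p under 0.05), and none of the alternatives set before the data were examined closed the gap, since each gave 0. In Aβ-RA + Aδ-LTMRs the paper's 212 stand against 0 (828 with an unadjusted p under 0.05). DESeq2 gave 78 with or without apeglm and the others 0, so that none of the alternatives set before the data were examined closed the gap. The additive design gives 144 DEGs in Aβ-RA + Aδ-LTMRs in the paper and 8 by edgeR, and in general nociceptors 34 and 6. DESeq2 with ashr closed both gaps, with 159 and 35, whereas RLE factors (8 and 6) and the stricter filter (3 and 2) did not. Of these DEGs in Aβ-RA + Aδ-LTMRs, the paper has 12% with an FDR under 0.05 for injury, against 37.5% here, and ashr closed this gap with 10.1%. The paper's 32% for sex stand against 62.5%, its 40% for sex or injury against 100%, and its 42% for the interaction against 0%. With ashr these became 4.40%, 14.5% and 14.5%, which still differ. A gene with an effect of sex alone or of injury alone passes the contrast used here, so overlap with those effects is partly built into it.

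The paper gives a depth of 30M reads per sample. The median of the counts on genes is 15.8M read pairs, or 31.6M reads at 2 per pair, and on the scale of reads the values do not differ.

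In naïve samples the paper finds Calca short of its criteria for enrichment, while it passed here in PEP with an LFC of 2.47 by edgeR. Pirt in NP and Trpc1 in Aβ-RA + Aδ-LTMRs, enriched in the paper, had LFCs of 0.50 and 0.87 and passed in no setting. Kcnj11, Kcns1 and Cacng2 between the sexes in Aβ-RA + Aδ-LTMRs, and Sprr1a in general nociceptors and NP, were called only in the DESeq2 fit of all groups, chosen after seeing the values. Tsix in PEP was called there too, with the looser filter and on leaving out any of 9 contralateral samples. The paper states a higher Jun after injury at both time points. Jun was called at 3 days with the replicate block and without C-LTMRs, and at 4 weeks in no setting. Slc17a7 between ipsilateral time points, which filterByExpr leaves untested, was called with the looser filter and in the DESeq2 fit of all groups, chosen after seeing the values.

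Of the subtypes, the paper finds the largest response at 3 days in PEP and then in general nociceptors. Here it was in NP, and the paper's order holds in the edgeR fit of all samples and in the DESeq2 fit of all groups, chosen after seeing the values. Of 200 simulated changes, edgeR found 177 in NP, 12 in PEP and 3 in general nociceptors at 3 days. The order by number of DEGs therefore does not decide which response is larger. The paper has the most DEGs at 4 weeks in Aβ-RA + Aδ-LTMRs and here PEP has, with 52. With the replicate block NP had as many DEGs as PEP, so PEP does not lead alone in that setting. Aβ-RA + Aδ-LTMRs have the most in the edgeR fit of all samples and in the DESeq2 fit of all groups, of which the DESeq2 fit was chosen after seeing the values. The additive design likewise gave the most DEGs in PEP, 40, and in Aβ-RA + Aδ-LTMRs, which lead in the paper, only with ashr. The paper names NP and C-LTMRs alone for the fall of the 3-day signature between time points. In general nociceptors it fell as well, by 6.45 (adjusted p = 0.0125 by exact Wilcoxon test, n = 8 and 7), with an adjusted p of 0.0128 to 0.0246 under its alternatives, none of which leaves it out.

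The potassium channels named here, which the paper reports as changed at 3 days, were not called by edgeR within the subtypes. In general nociceptors the paper lists Kcnh6 among channels that rise and among those that fall. It was called as higher in the edgeR fit of all samples and in the DESeq2 fit of all groups, chosen after seeing the values, where Kcnd3 was called as lower. Kcnk16, Kcna6, Kcnd1 and Kcnh2 were called in no setting there. Kcnd1, lower in the paper, had an LFC of 1.42. In PEP, Kcnk13, Kcnj2, Kcnj11, Kcns3, Kcnn2, Kcnj16 and Kcnh2 were called in the edgeR fit of all samples and in the DESeq2 fit of all groups, chosen after seeing the values, and Kcnk16 in no setting. In Aβ-RA + Aδ-LTMRs, Kcnq5, Kcnk18 and Kcnt1 were called in the edgeR fit of all samples, Kcnq5 also by DESeq2 without shrinkage, and all 3 with Kcnk10 in the DESeq2 fits of all groups with and without batch 2, chosen after seeing the values.

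Opposing changes at 3 days were likewise not called. Gtpbp1 was called by DESeq2 without shrinkage in PEP and in the edgeR fit of all samples in general nociceptors. That fit also called Ints5 and Rnd1 in general nociceptors and Wnk4 in Aβ-RA + Aδ-LTMRs. Gtpbp1, Ints5 and Wnk4 were called by the DESeq2 fit of all groups, chosen after seeing the values, in general nociceptors, PEP and Aβ-RA + Aδ-LTMRs, and Rnd1 in general nociceptors and Aβ-RA + Aδ-LTMRs. Without batch 2 it called the 4 genes in Aβ-RA + Aδ-LTMRs alone. The injury genes Atf3, Sprr1a and Sox11 were not called at 3 days in general nociceptors or PEP, nor Sox11 in C-LTMRs. In general nociceptors Sprr1a was called by DESeq2 with and without apeglm, and Sprr1a and Sox11 in the edgeR fit of all samples. In PEP all 3 were called in batch 1 alone, Atf3 by DESeq2 without shrinkage, and Sprr1a and Sox11 in the edgeR fit of all samples. Sox11 in C-LTMRs was called by DESeq2 with and without apeglm, with the replicate block and without animal C. The DESeq2 fit of all groups, chosen after seeing the values, called all 3 in general nociceptors and PEP with batch 2, and Sox11 in C-LTMRs without it. Without batch 2 it called all 3 in PEP and Atf3 and Sox11 in general nociceptors.

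The paper lists genes that PEP and NP share at 4 weeks, and here they shared 0 DEGs by edgeR (909 genes in NP had an unadjusted p under 0.05). In NP, Tubb6 was called with the replicate block, Wt1 and Cyp26a1 in the edgeR fit of all samples, and all of the listed genes in the DESeq2 fit of all groups, chosen after seeing the values. In PEP, Cckbr and Wt1 were called with the looser filter and in the edgeR fit of all samples, Tubb6 and Cdk6 by DESeq2 with and without apeglm, and these 4 in the DESeq2 fit of all groups, chosen after seeing the values. Leaving out animal C called Cckbr and Tubb6, and leaving out animal F Tubb6 and Cdk6. Pde6b was called in PEP in no setting. In general nociceptors, S100a8 and Gata5os were called only in the DESeq2 fit of all groups, chosen after seeing the values, and Ttll10, Rpl31-ps13 and Gm47138 in no setting. In C-LTMRs, Nefh and S100b were called by DESeq2 with and without apeglm, Hba-a1, Nefh and S100b in the DESeq2 fit of all groups, chosen after seeing the values, and Adtrp in no setting. Rnd1 at 4 weeks was called only in Aβ-RA + Aδ-LTMRs in that fit.

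Chrna3 in Aβ-RA + Aδ-LTMRs at 4 weeks was called in the edgeR fit of all samples and in the DESeq2 fit of all groups, chosen after seeing the values. For the additive design and the interaction it was called in no setting. Between the sexes, where the paper finds no difference, that DESeq2 fit called it as lower in males. In the additive design, Kdm5d in Aβ-RA + Aδ-LTMRs was called with ashr and without animal G, Sprr1a in C-LTMRs with ashr and in general nociceptors without animal F. Of the genes whose products the paper links, Car1, Car3, Cbln2, Hrk, Pmaip1 and Uox were not among the DEGs over all subtypes at 4 weeks. All 6 were called with the looser filter and in the DESeq2 fit of all groups, chosen after seeing the values. Hoxa2, Twist2, Prdm10 and Trim34b, shared regulators in the paper, were called within no subtype by edgeR in the comparison alone. Hoxa2 and Prdm10 in PEP at 3 days were called in the edgeR fit of all samples. Each of the 4 was called by the DESeq2 fit of all groups, chosen after seeing the values, in at least 1 comparison.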

Other observations

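The tests of the DESeq2 fits of all groups, of depth and other cell types in NP, of blood genes and of splits for the identity lists were chosen only after the results were seen, while the other splits and the trends on GC content and gene length were set before.

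Numbers of genes were compared with those of other splits of the same samples, the real split included in each number. For sex, with samples permuted within batch, as many DEGs were found in 1 of 100 in general nociceptors, 1 of 100 in PEP, 1 of 100 in NP, 2 of 100 in C-LTMRs and 1 of 100 in Aβ-RA + Aδ-LTMRs splits. For injury at 3 days, with sides exchanged within animals, as many were found in 100 of 100 in general nociceptors, 100 of 100 in PEP, 1 of 100 in NP, 1 of 100 in C-LTMRs and 1 of 32 in Aβ-RA + Aδ-LTMRs, where the number in general nociceptors and PEP is 0 (251 and 488 with an unadjusted p under 0.05). At 4 weeks these were 1 of 100 in general nociceptors, 1 of 100 in PEP, 100 of 100 in NP, 2 of 100 in C-LTMRs and 1 of 100 in Aβ-RA + Aδ-LTMRs, where the number in NP is 0 (909 with an unadjusted p under 0.05). Over all subtypes they were 1 of 40 at 3 days, 1 of 40 at 4 weeks and 1 of 40 between ipsilateral time points. The additive design, with sex permuted over animals and sides exchanged, was matched by 6 of 100 in general nociceptors, 1 of 100 in PEP, 3 of 100 in NP, 1 of 100 in C-LTMRs and 2 of 100 in Aβ-RA + Aδ-LTMRs splits. The interaction of sex and injury, with a number of 0 in the real split, was matched by 35 of 35 in general nociceptors, 35 of 35 in PEP, 35 of 35 in NP, 35 of 35 in C-LTMRs and 35 of 35 in Aβ-RA + Aδ-LTMRs and by 40 of 40 over all subtypes. Enrichment of subtypes was matched by 1 of 40 splits and the difference between batches by 1 of 100.

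In the DESeq2 fit of all groups, injury DEGs at 3 days numbered 2735 in general nociceptors and 3345 in PEP. One hypothesis was that they depend on batch 2, and without it the same fit gave 152 and 228, of which 72 and 100 were among the former. Another was that they are genes that differ between batches. Of all genes tested, 32.2% do. Among the DEGs of general nociceptors the share was no larger, 30.2%, which argues against it there, and among those of PEP it was 43.2%, which leaves it open. Splits that exchange sides within animals were counted in a refit of the samples of both lines at 3 days, with the dispersions and size factors of the whole fit and fold changes without shrinkage. The real split gave 1900 DEGs in general nociceptors there, which 14 of 24 splits reached, and 2381 in PEP, which 1 of 24 reached. The real split is among the 24, and splits with sides exchanged still gave 1840 to 2236 DEGs in PEP. Of the DEGs that could be tested within the subtype by edgeR, 134 of 1936 in general nociceptors and 239 of 2077 in PEP had an unadjusted p under 0.05 there. The number in general nociceptors may therefore rest on the samples of batch 2, and so may most of that in PEP. An effect of injury particular to those females stays open.

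Of the 888 injury DEGs of NP at 3 days, 764 were higher ipsilaterally. Depth is argued against, since 6 of 8 ipsilateral samples have totals in the range of the contralateral ones. The lists of other cell types had medians of -0.0654 for glia (5 of 14 genes higher), 0.02 for macrophages (7 of 12) and 0.73 for fibroblasts (5 of 7), and the neuronal list -0.17. These lists go both ways and do not decide on RNA of other cell types. After a trend on GC content and gene length was removed, 88.4% of the DEGs kept a log2 change over 1. Both a response of NP neurons to injury and RNA of other cells stay open.

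The red blood cell gene Hba-a1 was at 75.4 ± 33.5 (n = 4) CPM in contralateral C-LTMR samples from females at 4 weeks and at 0.224 ± 0.317 (n = 4) in those from males. The other 4 genes of the red blood cell list were lower ipsilaterally as well (median of the list -2.25, or -1.53 with genes at the floor at their bound). RNA of blood in some samples is a candidate explanation for the change of Hba-a1 with injury. In general nociceptors at 4 weeks, the ipsilateral mean of S100a8 was 6.22 ± 17.0 (n = 8) CPM, with 0 to 726 counts. The other 4 genes of the neutrophil list were higher as well (median of the list 0.86, or 0.43 at the bound), and RNA of neutrophils is a candidate explanation. No biological explanation was tested for either.

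Identity lists at 4 weeks, which the paper's statement on 3 days does not cover, were lower ipsilaterally in PEP (median LFC -0.60, 76 of 94 genes lower, adjusted p = 1.85e-05 by camera), NP (-0.50, 74 of 93, adjusted p = 1.52e-06 by camera), C-LTMRs (-0.25, 56 of 82, adjusted p = 5.79e-06 by camera) and Aβ-RA + Aδ-LTMRs (-0.35, 46 of 74, adjusted p = 0.0304 by camera). Camera compares each list with the other genes tested. Under fry, which tests a list on its own, none of these passed the threshold. Splits that exchange sides within animals gave as small a p at 3 days in 8 of 40 in general nociceptors, 3 of 40 in PEP, 6 of 40 in NP, 31 of 40 in C-LTMRs and 5 of 32 in Aβ-RA + Aδ-LTMRs. At 4 weeks they did in 32 of 40 in general nociceptors, 4 of 40 in PEP, 5 of 40 in NP, 7 of 40 in C-LTMRs and 24 of 40 in Aβ-RA + Aδ-LTMRs. All 10 of 10 lists, of which that of general nociceptors at 4 weeks has only 7 genes tested, were thus matched by at least 1 in 20 splits, and the splits do not set the lists apart from chance.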
